# Pseudohyphal differentiation in *Komagataella phaffii*: investigating the *FLO* gene family

**DOI:** 10.1093/femsyr/foaa044

**Published:** 2020-08-07

**Authors:** Sonakshi De, Corinna Rebnegger, Josef Moser, Nadine Tatto, Alexandra B Graf, Diethard Mattanovich, Brigitte Gasser

**Keywords:** *Komagataella phaffii*, pseudohyphal growth, specific growth rate, FAIRE-Seq, epigenetics, *FLO* genes, *Pichia pastoris*

## Abstract

Many yeasts differentiate into multicellular phenotypes in adverse environmental conditions. Here, we investigate pseudohyphal growth in *Komagataella phaffii* and the involvement of the flocculin (*FLO*) gene family in its regulation. The *K. phaffii FLO* family consists of 13 members, and the conditions inducing pseudohyphal growth are different from *Saccharomyces cerevisiae*. So far, this phenotype was only observed when *K. phaffii* was cultivated at slow growth rates in glucose-limited chemostats, but not upon nitrogen starvation or the presence of fusel alcohols. Transcriptional analysis identified that *FLO11*, *FLO400* and *FLO5-1* are involved in the phenotype, all being controlled by the transcriptional regulator Flo8. The three genes exhibit a complex mechanism of expression and repression during transition from yeast to pseudohyphal form. Unlike in *S. cerevisiae*, deletion of *FLO11* does not completely prevent the phenotype. In contrast, deletion of *FLO400* or *FLO5-1* prevents pseudohyphae formation, and hampers *FLO11* expression. FAIRE-Seq data shows that the expression and repression of *FLO400* and *FLO5-1* are correlated to open or closed chromatin regions upstream of these genes, respectively. Our findings indicate that *K. phaffii* Flo400 and/or Flo5-1 act as upstream signals that lead to the induction of *FLO11* upon glucose limitation in chemostats at slow growth and chromatin modulation is involved in the regulation of their expression.

## INTRODUCTION

Yeasts possess the ability to exhibit morphological and physiological differentiations upon experiencing adverse environmental conditions. Such differentiations can give rise to multiple subpopulations of cells exhibiting different phenotypes from a homogeneous population, thus increasing chances of survival either of individual cells or an entire subpopulation. Depending on the environmental cue, such differentiations may include switching from budded yeast form to filamentous form, flocculation, sporulation and programmed cell death (Schneper *et al*. 2004; Zaman *et al*. 2008). Cell differentiation is driven by interconnected complex signaling networks regulated by a plethora of transcription factors and chromatin regulators like histone-modifying enzymes and chromatin remodelers (Jaiswal *et al*. 2017). Both pathogenic and non-pathogenic yeasts feature such cell differentiation. For example, in the fungal pathogen *Candida albicans*, signals such as neutral pH, body temperature, serum, nutrient availability, etc. can trigger a switch from yeast to filamentous form, which is necessary for its virulence (Biswas *et al*. 2007). Also, baker's yeast *Saccharomyces cerevisiae* is known to exhibit differentiation in response to nutrient limitation and other environmental triggers. Such phenotypic differentiation is often driven by families of genes encoding cell-surface proteins, such as the *ALS* gene family in *C. albicans* or the *FLO* gene family in *S. cerevisiae*.

The *FLO* gene family of *S. cerevisiae* is known to have five dominant members: *FLO1*, *FLO5*, *FLO9*, *FLO10* and *FLO11* (Teunissen and Steensma 1995; Caro *et al*. 1997). Out of these, *FLO1*, *FLO5*, *FLO9* and *FLO10* share sequence homology, are located adjacent to telomeres and are known to promote cell–cell adhesion, commonly called flocculation (Guo *et al*. 2000). *FLO11* on the other hand is known to be responsible for filamentous growth whereby cells divide but remain adhered to each other, thus forming a long chain of filament-like structures (Lambrechts *et al*. 1996; Lo and Dranginis 1998). Filamentous growth can either result in filaments spreading on the surface, a phenomenon termed as pseudohyphal growth, or downward extension of filaments into the solid substrate, known as invasive growth. While both haploid and diploid cells can exhibit filamentous growth, pseudohyphal growth is more prevalent in diploid cells and invasive growth is more prevalent in haploid cells of *S. cerevisiae* (Wright *et al*. 1993; Cullen and Sprague 2000; Song and Kumar 2012).

In *S. cerevisiae*, flocculation is triggered by external stressors like antimicrobials and other chemical agents, temperature or pH variations (Smukalla *et al*. 2008). Pseudohyphae formation or invasive growth is triggered by nitrogen and/or glucose starvation or exposure to fusel alcohols (Gimeno *et al*. 1992; Dickinson 1996). Depending on the genetic background and external trigger, the expression of one or more of the *FLO* family members may be affected. The commonly used laboratory strain S288C is impaired in pseudohyphal growth, flocculation, invasive growth and biofilm formation because it carries a nonsense mutation in Flo8p, which is a key transcriptional activator of the *FLO* genes (Liu *et al*. 1996). Most of the *S. cerevisiae* studies related to adhesion have been carried out in the ∑1278b strain that has an intact functional Flo8p and in which only *FLO11* is active, while the other *FLO* genes are telomerically silenced (Halme *et al*. 2004).

Not much was known about flocculation and pseudohyphae forming behavior in the methylotrophic yeast and popular protein production host *Komagataella phaffii* (syn. *Pichia pastoris*) until Rebnegger *et al*. reported that *K. phaffii* switches to pseudohyphal growth and exhibits surface adherence when cultivated at slow growth rates in glucose-limited chemostats (Rebnegger *et al*. 2014, 2016). The authors observed that at growth rates of *µ* = 0.075 h^−1^ or below, some of the cells changed their morphological appearance adopting an elongated shape or occasionally a branched pseudohyphae. As the elongated phenotype persisted after switching back to faster growth rates, they speculated that the transition of *K. phaffii* from yeast to pseudohyphal form might be epigenetically regulated (Rebnegger *et al*. 2014).

*Komagataella phaffii* also has a *FLO* gene family but its members and their functions are yet to be explored. The proteins encoded by these genes show very low sequence similarity to each other or to the *S. cerevisiae FLO* proteins making it difficult to predict which of them participate in imparting pseudohyphal growth or other adhesion-related phenotypes. As seen from studies in *S. cerevisiae* (Govender *et al*. 2008; Moreno-García *et al*. 2018; Westman *et al*. 2018), knowledge about these genes can open up paths for engineering strains that are more suited for industrial production processes. Prompted by the observations reported in the abovementioned studies by Rebnegger *et al*., we decided to take a closer look at the *FLO* gene family in *K. phaffii* in order to identify the gene or genes responsible for conferring this pseudohyphal phenotype.

## MATERIALS AND METHODS

### Strains and strain creation

All *K. phaffii* strains used in this study (Table 1) are based on the CBS7435 wild-type strain. The CBS7435 *flo8Δ* used here was the same strain described in Rebnegger *et al*. (Rebnegger *et al*. 2016). All the deletion strains were created using the split-marker cassette method adapted for *K. phaffii* (Fairhead *et al*. 1996; Gasser *et al*. 2013). Using this method, the target genes were replaced by an expression cassette encoding an antibiotic selection marker flanked by around 1000 bp of homologous regions for integration. The homologous flanking regions for creating the deletion cassette for *flo11Δ* and *flo5-1Δ* were amplified from the *K. phaffii* genomic DNA using primers containing *Bsa*I restriction sites and also fusion sites (FS) for Golden Gate Cloning (FS A–B for 5′ region and FS C–D for 3′ region) (Prielhofer *et al*. 2017). The marker sequences were amplified from available plasmids using primers for introduction of *Bsa*I and FS B-C. In the case of *Δflo400*, the homologous region contained multiple *Bsa*I restriction sites. Therefore, the primers used for the amplification of these regions were designed to contain *Bpi*I restriction sites and fusion sites FS 1–2 and FS 3–4 for 5′ and 3′ regions, respectively. Accordingly, the marker sequence was amplified with primers to introduce *Bpi*I restriction sites and FS 2–3. All marker cassettes were flanked by *loxP* sites for marker recycling using Cre recombinase. Golden Gate cloning was then carried out using *Bsa*I or *Bpi*I to assemble a vector containing the entire deletion cassette. The vector was used as a template for PCR to generate two fragments overlapping in the marker gene sequence. Finally, 500 ng of these two fragments were transformed into electrocompetent *K. phaffii* to construct a single deletion or CBS7435 *Δflo11* cells to construct double deletions using the transformation protocol described previously (Gasser *et al*. 2013). Correct deletions were identified by colony PCR using forward and backward primers located outside the flanking homologous regions. For the *flo8Δ* and *flo11Δ* strains, the marker cassette was removed by transforming the cells with 300 ng of circular pKTAC_Cre_hph encoding the Cre recombinase as described by Marx, *et al*. (Marx *et al*. 2008). All enzymes used in this study were purchased from New England Biolabs (Frankfurt, Germany) except for *Bpi*I which was purchased from Thermo Fisher Scientific (Vienna, Austria).

**Table 1.** Strains used in this study.

Strain	Genotype	Resistance	
CBS7435	Wild type		
CBS7435 *flo8Δ*	*flo8Δ* ^a^	None	Rebnegger *et al*. (2016)
CBS7435 *flo11Δ*	*flo11Δ::loxP-natMX-loxP*	Nourseothricin	This study
CBS7435 *flo400Δ*	*flo400Δ::loxP-kanMX-loxP*	Geneticin	This study
CBS7435 *flo5-1Δ*	*flo5-1Δ::loxP-kanMX-loxP*	Geneticin	This study
CBS7435 *flo11Δ flo400Δ*	*flo11Δ flo400Δ::loxP-kanMX-loxP* ^b^	Geneticin	This study
CBS7435 *flo11Δ flo5-1Δ*	*flo11Δ flo5-1Δ::loxP-kanMX-loxP* ^b^	Geneticin	This study
CBS7435 *FLO11-eGFP*	*pFLO11-5*′*FLO11(69bp)-linker-eGFP-linker-FLO11*^c^	None	This study
CBS7435 *FLO400-eGFP*	*pFLO400-5*′*FLO400(54bp)-linker-eGFP-linker-FLO400*^c^	None	This study
CBS7435 *FLO5-1-eGFP*	*pFLO5-1-5*′*FLO5-1(78bp)-linker-eGFP-linker-FLO5-1*^c^	None	This study

a *flo8Δ* strain has a disrupted PP7435_Chr4-0252 locus with 221 bp of the promoter directly upstream of the ORF and the first 228 bp (76 amino acids) deleted.

b *flo11Δ flo400Δ* and *flo11Δ flo5-1Δ* strains have a *loxP-kanMX-loxP* cassette in the *FLO400*and*FLO5-1* locus, respectively, and an additional *loxP* sequence in the *FLO11* locus.

c These strains were constructed using CRISPR-Cas9 technique to add the enhanced green fluorescent protein (eGFP) sequence in the native locus after the cleavage site of the pre-sequence.

To create the *FLO11-eGFP*, *FLO400-eGFP* and *FLO5-1-eGFP* strains, CRISPR/Cas9 mediated homology-directed repair was employed (Gassler *et al*. 2019). Since all the three proteins contain a signal peptide pre-sequence and a signal peptidase cleavage site, the enhanced green fluorescent protein (eGFP) sequence was added internally after the pre-sequence at the amino-terminal as described for *S. cerevisiae* Flo11 (Lo and Dranginis 1998). To generate the 5′ homologous region, the region around 1000 bp upstream including the start codon and the pre-sequence was selected and amplified by PCR using genomic DNA as template. Similarly, for the 3′ homologous region 1000 bp of the gene sequence after the pre-sequence was amplified. A vector containing the eGFP sequence was used as a template to amplify the eGFP fragment. The primers used for this purpose were designed to add a AAA linker before and after the eGFP sequence. As described above, all the fragments contained *Bsa*I sites in case of *FLO5-1* or *Bpi*I sites in case of *FLO400*. Additionally, the 5′ end and the 3′ end of the donor DNA also contained an additional restriction site (*Sap*I for *FLO5-1-eGFP*, and *Bsm*I for *FLO400-eGFP* constructs) to enable excision of the donor DNA from the vector. Golden Gate assembly was used to assemble a BB3 vector containing the eGFP coding sequence flanked by the 5′ and 3′ homologous regions. The assembled vector was transformed into chemically competent *Escherichiacoli* cells. Sufficient amount of plasmid was extracted from the obtained *E. coli* clones and sequencing was carried out to confirm that the donor sequence is correct. The donor was then excised out of the vector. Human codon-optimized Cas9 under the control of *K. phaffii LAT1* promoter and a guide RNA targeting the region directly upstream of the start codon under the control of the pGAP were expressed from an episomal plasmid vector (Gassler *et al*. 2019) and 500 ng of this vector was transformed along with the donor DNA for integration of the eGFP sequence. Correct integration was checked by PCR using primers binding outside the homologous regions and sequencing of the locus.

All primers used to generate the strains are listed in Table S6 (Supporting Information).

### Cultivations and sampling

All media components used in this work were purchased from Carl Roth (Karlsruhe, Germany) and Merck (Darmstadt, Germany) unless specified otherwise. Yeast cells were grown in standard yeast peptone (YP) medium (10 gL^−1^ yeast extract, 20 gL^−1^ soy peptone) containing 2% glucose as carbon source (YPD) and antibiotics in case of strains containing a selection marker. All shake flask cultures were grown at 25°C and 180 rpm. Cultures for cryostocks were grown overnight in 100 mL flasks containing 10 mL YPD with or without antibiotics. 10% vol/vol glycerol was added to 1 mL of overnight culture and stored at −80°C. Precultures for inoculation of chemostats were grown by thawing one cryostock of the required strain and adding to 1000 mL flasks containing 100 mL YPD with or without antibiotics.

For the nitrogen limitation experiments, minimal medium agar plates were prepared containing (L^−1^) 0.25 g MgSO_4_*7H_2_O, 0.40 g KCl, 0.0134 g CaCl_2_*2H_2_O, 11 g citric acid monohydrate, 735 µL trace element solution, 1 mL biotin stock solution (0.1 gL^−1^), supplemented with 2% glucose as carbon source. The trace salt solution contained (L^−1^) 5.0 g FeSO_4_·7H_2_O, 20.0 g ZnCl_2_, 6.0 g CuSO_4_·5H_2_O, 3.36 g MnSO_4_·H_2_O, 0.82 g CoCl_2_*6H_2_O, 0.2 g Na_2_MoO_4_·2H_2_O, 0.08 g NaI, 0.02 g H_3_BO_3_ and 5.0 mL H_2_SO_4_ (95–98% w/w). The amount of (NH_4_)_2_HPO_4_ was adjusted depending on the target concentration of nitrogen (1.58 g for standard conditions of 24 mM and 0.0033 g for final nitrogen concentration of 50 µM). The pH was adjusted to 5.5 with KOH. The medium was sterile filtered and 250 mL of 4% agar was added under sterile conditions prior to use. For plating of the cells, precultures were diluted to an OD_600_ units of 0.1, washed with sterile water to remove residual nutrients and spread on the required plate (YP agar for glucose limitation and low nitrogen agar for nitrogen limitation). As control, cells were simultaneously also plated on YPD agar plates and standard minimal agar plates. The plates were incubated at 25°C for 3 days and observed for morphological changes by microscopy.

For cultivation in the presence of fusel alcohols, 10 mL of YPD medium was inoculated with cells to a final OD_600_ units of 0.1 and either 100 µL of butanol (final concentration of 1%) or 150 µL of isoamyl alcohol (final concentration of 1.5%) was added. The flasks were incubated at 25°C for 3 days with shaking at 180 rpm and the cultures were checked daily for morphological changes by microscopy.

Glucose-limited chemostat cultivation was carried out as described in Rebnegger *et al*. (Rebnegger *et al*. 2016). Two different dilution rates (0.1 h^−1^ and 0.05 h^−1^) were used and the cultivations were carried out in 1 L DASGIP benchtop bioreactors (SR0700ODLS; Eppendorf, Hamburg, Germany). Precultures were grown overnight as described in the previous section. Cells were then harvested, washed, resuspended in sterile demineralized water and finally used to inoculate bioreactors at a final OD_600_ units of 2. The chemostat medium contained (L^−1^) 2 g citric acid monohydrate, 44 g glucose, 17.4 g (NH4)_2_HPO_4_, 0.8 g MgSO_4_*7H_2_O, 2 g KCl, 0.03 g CaCl_2_*2H_2_O, 1.94 g trace element solution, 0.5 g Pluronic and 3.2 g biotin stock solution (0.1 gL^−1^). The pH was set to 5.85 with 20% HCl. The trace salt solution used was the same as described before.

After completion of the batch phase, which was indicated by a sharp rise in dissolved oxygen concentration, the chemostat was initiated at a dilution rate of 0.1 h^−1^, then switched to 0.05 h^−1^ and finally switched back to 0.1 h^−1^. The chemostat was run for five resident times at each dilution rate set point to attain steady state conditions. The working volume was kept steady at 400 mL by means of a level sensor. Cultures were stirred at 700 rpm and supplied with a constant airflow of 25 SLh^−1^ to keep the dissolved oxygen concentration above 20%. The culture temperature was set to 25°C and the pH was kept at 5.85 by the addition of 12.5% ammonia solution. At every sampling time point (Fig. 3A), samples were collected for the required analyses such as OD_600_ measurement, FAIRE-Seq, transcriptomics (qRT-PCR and RNA-Seq) and microscopy. Since the *flo8Δ* strain did not show any phenotype at the slow growth rate, RNA-Seq samples for this strain were taken only initially at the fast growth rate and then after switching to the slow growth rate. No samples for RNA-Seq were taken for this strain after switching back to the fast growth rate.

For formaldehyde fixation of samples for FAIRE-Seq, first the OD_600_ of the culture was measured. Then, fixation solution was prepared in a 500 mL shake flask that contained 100 mL PBS with 1% formaldehyde per 50 OD_600_ units of cells to be fixed. The required amount of bioreactor culture was drawn and directly added to the fixation solution. The flask was shaken at room temperature for ∼30 min, after which the formaldehyde was quenched by addition of 500 mM Tris–Cl (pH 8.0) and shaking for 5 min. Finally, cells were harvested, washed with PBS and stored at −80°C.

For fixing of cells for transcriptomics studies, samples were added in a 2:1 ratio to precooled fixing solution containing 5% (vol/vol) phenol in absolute ethanol. Samples were then centrifuged for 1 min at 10 000 × *g* and 4°C, afterward the supernatant was removed and the pellet was stored at −80°C until further processing.

### FAIRE-Seq

The FAIRE-Seq protocol was adapted from protocols published in the study by Nagy *et al* and Simon *et al* (Nagy *et al*. 2003; Simon *et al*. 2012). The formaldehyde-fixed cells were thawed and resuspended in 1 mL lysis buffer and transferred to 2 mL screwcap tubes containing 500 µL of acid-washed 500 µm glass beads. Cells were lysed in a FastPrep®-24 equipment (MP Biomedicals, CA, USA) for 5 × 40 s cycles, with 2 min rest in between. The lysate was transferred to a 15 mL conical tube. The glass beads were washed with an additional 600 µL lysis buffer, which was then added to the same conical tube. The lysate was sonicated in a Bioruptor® Plus (Diagenode, Liège, Belgium ) for 10 cycles (30 s on/30 s off) at high power setting. The sonicated lysate was clarified by centrifugation at 10 000 × *g* for 5 min and around 150 µL of this clarified lysate was removed for preparation of input control DNA. The remaining lysate was aliquoted into fresh 1.5 mL tubes. 1 volume of phenol/chloroform/isoamyl alcohol (Thermo Fisher Scientific, Vienna, Austria) was added to them, vortexed vigorously and centrifuged at full speed for 10 min and the top layer was transferred to a fresh tube. This was repeated one more time after which 200 µL of chloroform/isoamyl alcohol (Thermo Fisher Scientific, Vienna, Austria) was added to each tube to remove any remnant phenol. The tubes were vortexed, centrifuged and the aqueous layer transferred to a fresh tube. 1/10 volume 3M sodium acetate (pH 5.2), 2 volumes 95% ethanol and 1 µL 20 mg/mL glycogen was added to each tube and the tubes were incubated at −80°C overnight. The tubes were centrifuged at full speed for 20 min to precipitate the DNA, after which the pellets were washed with 75% ice-cold ethanol and centrifuged again for another 10 min. Finally, the ethanol was removed and the pellets dried and resuspended in 50 µL 10 mM Tris–HCl (pH 7.4). These FAIRE samples were treated with DNase-free RNase A (30 min, 37°C), Proteinase K (1 h, 55°C) and finally incubated overnight at 65°C for decrosslinking.

For preparation of input control DNA, the 150 µL clarified lysate removed after sonication was first treated with DNase-free RNase A, Proteinase K and decrosslinked overnight at 65°C before proceeding with Phenol/Chloroform/Isoamyl alcohol extraction as described for the FAIRE samples. Both the FAIRE DNA and input control DNA were further purified using MinElute PCR purification kit (Qiagen, Hilden, Germany), quantified and run on an agarose gel to check proper sonication efficiency.

Library preparation and DNA sequencing (Illumina HiSeq 2000, paired‐end, 50 bp read length) was performed at the VBCF NGS unit (www.vbcf.ac.at). Raw reads were filtered of adapter sequence and low-quality reads. Mapping over the *K. phaffii* CBS7435 genome was carried out with the BWA tool using default settings (Langmead and Salzberg 2012). Reads with mapping quality <20 were filtered out. The mapped data was uploaded on the public server usegalaxy.org (Afgan *et al*. 2018) and peak calling was carried out using MACS2 tool (Zhang *et al*. 2008) with setting the *P*-value cut-off as 1e-10. The replicate data was pooled and input control was used for peak calling. Comparison between the wild-type samples at different conditions and between the wild-type and the knock-out strains was done by using the ‘Join’ tool from ‘Operate on Genomic Intervals’ in Galaxy. To determine the genomic location of the peaks, the feature list for the *K. phaffii* CBS7435 strain was downloaded from http://www.pichiagenome.org (Valli *et al*. 2016) and the same join tool was used to identify which genes are located upstream or downstream closest to the peaks. Peaks were visualized with Integrated Genome Browser (IGB) software (Nicol *et al*. 2009).

### RNA extraction

The ethanol/phenol fixed cells were resuspended in 1 mL TRI reagent (Sigma-Aldrich, Darmstadt, Germany), lysed using glass beads as described in the previous section and RNA was extracted according to the TRI reagent protocol. DNase treatment was carried out using the Ambion DNA-free kit (Thermo Fisher Scientific, Vienna, Austria). RNA concentration and integrity were analyzed using the Nanodrop spectrophotometer and Bioanalyzer (Agilent, Vienna, Austria). cDNA was synthesized using Oligo(dt)_23_ primers (NEB, Frankfurt, Germany) and Biozym cDNA synthesis kit (Biozym, Vienna, Austria). Quantitative PCR was carried out using Biozym Blue Probe qPCR kit on a Rotor Gene Q instrument (Qiagen, Hilden, Germany). Changes in transcript levels were calculated relative to the reference sample, after normalization to *ACT1* (PP7435_Chr3-0993) expression, using the threshold cycle method of the Rotor Gene software.

### RNA sequencing

The poly-A, single read RNA Sequencing of the five samples, each with three replicates, was conducted at the Vienna Bioinformatics Core Facility NGS Unit (www.vbcf.ac.at) on an Illumina HiSeq V4. Sorting of the received unsorted and unaligned BAM files was performed by using samtools sort v1.5 (Li *et al*. 2009). Subsequently the conversion into FASTQ files was executed with picard tools v2.17.3 SamToFastq (Broad Institute 2018). Afterward the reads were quality checked and trimmed by utilizing TrimGalore v0.4.2 (Krueger 2012), which itself relies on FastQC v0.11.5 (Andrews and Fast 2010) and Cutadapt (Martin 2010). As the count quantification with kallisto depends on a transcript index of the reference sequences, this index was created with kallisto index v0.43.1 (Bray *et al*. 2016) and the latest *K. phaffii* CBS7435 annotation (FR839628.1, FR839629.1, FR839630.1, FR839631.1, FR839632.1). Accordingly, the count data of all sample reads was calculated with kallisto quant v0.43.1. At the same time pseudobam files were created within the same run for each sample using the gtf file of *K. phaffii* CBS 7435 (*Komagataella phaffii*_cbs_7435.PicPas_Mar2011.38.gtf.gz, October 2016) from Ensembl Fungi (Kersey *et al*. 2018) as reference.

Differential expression analysis (Love *et al*. 2014) for each sample comparison was performed with several R v3.3.2 packages, which are tximport and tximportData v1.2.0 (Soneson *et al*. 2015), readr v1.1.1 (Wickham, Hester and Francois 2015) and DESeq2 v1.14.1 (Gentleman *et al*. 2004; Love *et al*. 2014; Huber *et al*. 2015). Transcripts with a log2 fold-change below −1 and above 1, combined with an adjusted *P*-value below 0.05 were considered to be significantly expressed.

### Microscopy

Microscopy was performed with a Zeiss Axio Observer microscope using a LCI Plan-Neofluar 63X (numerical aperture 1.3) water immersion objective in differential interference contrast (DIC) mode and using the 38 HE eGFP shift free (E) filter set (Carl Zeiss, Oberkochen, Germany). Images were processed using ImageJ 1.52i software (Schneider *et al*. 2012)

## RESULTS

### The *FLO* gene family of *K. phaffii*

In *K. phaffii* CBS7435 (Sturmberger *et al*. 2016; Valli *et al*. 2016), there are seven genes annotated as *FLO* genes, namely *FLO11* (PP7435_Chr2-0267)*, FLO5-1* (PP7435_Chr3-1389), *FLO5-2* (PP7435_Chr1-1228), *FLO100* (PP7435_Chr1-1587), *FLO200* (PP7435_Chr3-1226), *FLO300* (PP7435_Chr4-1020) and *FLO400* (PP7435_Chr4-0865). Their annotation was based on the fact that the proteins they encode carry conserved domains typical to flocculin proteins such as flocculin_t3, PA14/GLEYA and FLO11 (Fig. 1A; Table S1, Supporting Information). Thereof, Flo11 is the putative homolog of *S. cerevisiae* Flo11, while the other proteins have only low sequence similarity to the *S. cerevisiae* FLO proteins. Based on reciprocal BLASTp, two of the proteins had significant sequence similarity with Flo5, and are thus named Flo5-1 and Flo5-2, while for the others no clear *S. cerevisiae* homolog could be designated and the names Flo100-400 were chosen. Additionally, there are six other genes- *BSC1* (PP7435_Chr1-1549), PP7435_Chr1-2104, PP7435_Chr2-0004, PP7435_Chr3-1237, PP7435_Chr4-0629 and PP7435_Chr4-1013—that encode for proteins that share low sequence similarity with flocculin proteins (Valli *et al*. 2016). Among these genes, even though the protein product of PP7435_Chr2-0004 shares a low similarity with Flo5-1 and Flo5-2, no conserved domains, tandem repeats or glycosylphosphatidylinositol (GPI) anchors were identified in the protein and hence it was excluded from Fig. 1A.

**Figure 1.**
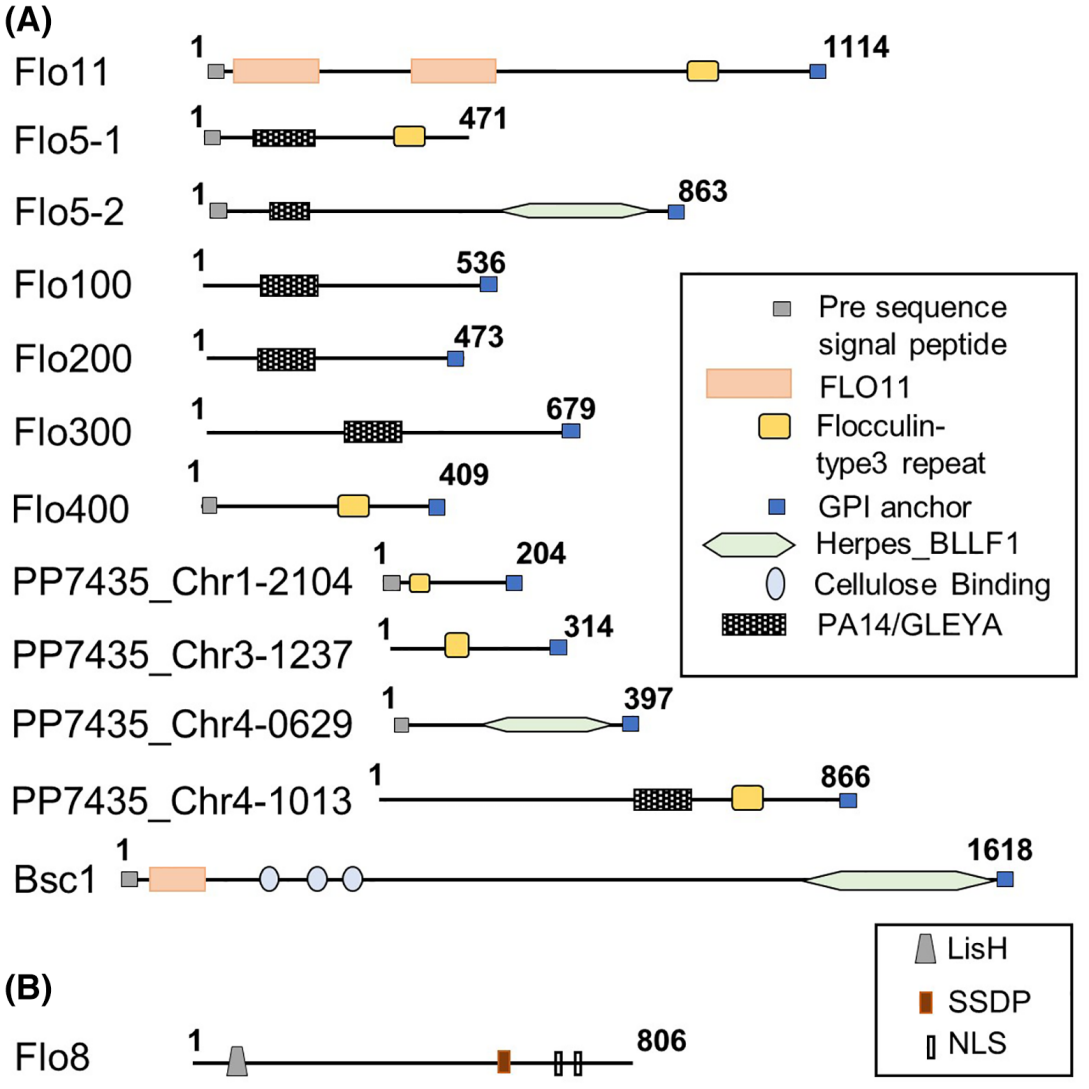
Schematic representation of the structures of the *K. phaffii FLO* family proteins. **(A)**Line diagrams representing the Flo proteins with their predicted N-terminal signal peptides, identified conserved domains and GPI anchor. **(B)** Representation of Flo8, master transcription regulator controlling several *FLO* genes harboring an N-terminal Lis homology (LisH) domain, a putative single‐stranded DNA‐binding protein (SSDP) domain and a nuclear localization signal (NLS).

Flo11 and Bsc1 carry N-terminal *FLO11* flocculin domains (Fig. 1A) like their *S. cerevisiae* homologs while the majority of the other Flo proteins carry a PA14/GLEYA domain, which is a carbohydrate binding domain found in fungal adhesins, containing a conserved motif G(M/L)(E/A/N/Q) (Linder and Gustafsson 2008). In Flo5-1, Flo5-2, Flo100 and Flo200 the domain is located closer to the N-terminus, while in Flo300 and in the protein encoded by PP7435_Chr4-1013 it is located toward the center or closer to the C-terminus, respectively. Here, among the PA14 domain containing Flo proteins, Flo5-1 and Flo5-2 have a predicted N-terminal signal peptide, while the others do not. Additionally, all of these proteins except for Flo5-1 carry a GPI anchor. Almost all the other remaining Flo proteins, namely Flo11, Flo400, Bsc1 and the protein products of  PP7435_Chr1-2104 and PP7435_Chr4-0629 carry an N-terminal signal peptide and a C-terminal GPI anchor. Here, an exception is PP7435_Chr3-1237, which has a predicted GPI anchor but no N-terminal signal peptide. Additionally, some of the proteins encoded by these *FLO* genes, namely Flo11, Flo5-1, Flo400 and the protein products of PP7435_Chr1-2104, PP7435_Chr3-1237 and PP7435_Chr4-1013 harbor a flocculin_t3 repeat, which is a repeat found in *S. cerevisiae* Flo9 close to its C-terminus (Marchler-Bauer *et al*. 2011). Some of the other Flo proteins, namely, Flo5-2, Bsc1 and the protein product of PP7435_Chr4-0629 carry a Herpes_BLLF1 domain close to their C-termini. As characteristic of flocculin proteins, most of the *K. phaffii* Flo proteins have a central domain containing multiple tandem repeats that are primarily rich in threonine and proline.

Analysis of the amino acid sequences show that Flo5-1 and Flo5-2 share >50% sequence similarity. Apart from this, the Flo proteins share very little sequence similarity to each other or to any of the *S. cerevisiae FLO* gene products. Like in *S. cerevisiae*, many of the *K. phaffii FLO* genes are located adjacent to telomeres, except for *FLO11*, *FLO5-1*, *FLO400*, PP7435_Chr1-2104 and PP7435_Chr4-0629 (Fig. 2). In *S. cerevisiae*, telomeric silencing of *FLO* genes has been described during standard growth conditions (Halme *et al*. 2004). Therefore, we analyzed the expression levels of all *FLO* genes in RNA sequencing data of *K. phaffii* cultivated in shake-flasks in minimal medium containing 5 g L^−1^ glucose that was previously carried out in our lab (Ata *et al*. 2018). In this condition, some of the *FLO* genes, namely *FLO5-1*, *FLO5-2*, *FLO300*, PP7435_Chr1-2104, PP7435_Chr3-1237, PP7435_Chr4-0629 and PP7435_Chr4-1013 are clearly expressed (Table S2, Supporting Information), which indicates that the expression of these genes in standard growth media is independent of their telomeric localization, contrary to *S. cerevisiae*.

**Figure 2.**
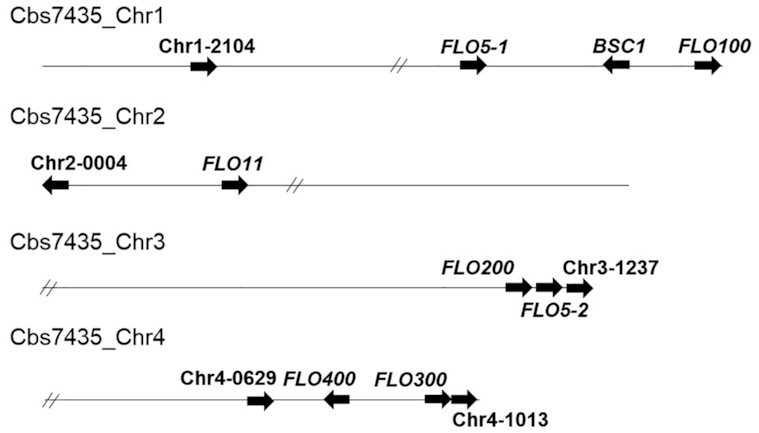
Location of the *FLO* genes on the chromosomes of *K. phaffii* CBS7435. // indicates the localization of the centromeres.

*Komagataella phaffii* also possesses a putative Flo8 homolog (PP7435_Chr4-0252) that contains an N-terminal LisH domain similar to the *S. cerevisiae FLO* gene master regulator Flo8p. Homology to the *S. cerevisiae* Flo8p is low outside of the LisH domain (Fig. 1B), and in *K. phaffii* there is no homolog of the second *FLO* transcriptional activator Mss11p, which forms a heterodimer with Flo8p in *S. cerevisiae* (Gagiano *et al*. 2003). In contrast to *S. cerevisiae* Flo8p, the *K. phaffii* Flo8 contains two predicted nuclear localization signals (NLS) and a putative SSDP domain at position 568–585 based on amino acid sequence homology to fungal Flo8/Som homologs (Lin *et al*. 2015; Bui *et al*. 2019). As described for these fungal species, we conclude that *K. phaffii* Flo8 is also probably forming homodimers to act as a transcriptional activator. Accordingly, in a *K. phaffii* strain lacking PP7435_Chr4-0252/Flo8, surface growth was much less pronounced and also pseudohyphal growth at slow growth rates was absent (Rebnegger *et al*. 2016).

### *Komagataella* *phaffii* CBS7435 forms pseudohyphae and displays surface adherence only at slow growth rates in glucose-limited chemostats but not during cultivation under glucose/nitrogen limitation or in presence of fusel alcohols

Reported triggers of pseudohyphal growth in *S. cerevisiae* are glucose or nitrogen limitation as well as the presence of fusel alcohols such as butanol or isoamyl alcohol (Gimeno *et al*. 1992; Dickinson 1996; Cullen and Sprague 2000; Lorenz *et al*. 2000). To investigate whether these conditions provoke the same response in *K. phaffii*, we exposed *K. phaffii* CBS7435 as well as *S. cerevisiae* Σ1278b (serving as a control) to such triggers and analyzed their morphology by microscopy.

We observed that cultivation on YP agar (without glucose) was unable to induce pseudohyphae formation in both *S. cerevisiae* and *K. phaffii* (Figure S1A, Supporting Information). Cultivation on minimal agar medium containing 24 mM ammonia induced pseudohyphal growth in *S. cerevisiae* but not in *K. phaffii*. Furthermore, when grown on minimal agar where the nitrogen content was severely reduced (50 µM ammonia) *K. phaffii* still did not display pseudohyphae formation, while the *S. cerevisiae* strain was unable to grow under these conditions at all (Figure S1B, Supporting Information). Additionally, when cultivated in the presence of butanol or isoamyl alcohol, *K. phaffii* again did not display any pseudohyphae formation contrary to *S. cerevisiae* (Figure S1C and D, Supporting Information). Since these observations indicated that the conditions that trigger pseudohyphal growth in *S. cerevisiae* are unable to provoke a similar response in *K. phaffii*, we based further experiments on the conditions where pseudohyphal growth was observed before, namely at low dilution rates in glucose-limited chemostats (Rebnegger *et al*. 2014).

We ran a glucose-limited chemostat first at a high dilution rate (corresponding to *µ* = 0.1 h^− 1^) for ∼5 residence times (50 h) corresponding to ∼7 generations, which serves as a control setpoint. Here, residence time refers to the amount of time taken to change the entire volume of the chemostat. At this point all the cells had an ovoid shape (S1 in Fig. 3A). Then the chemostat was switched to a low dilution rate (*µ* = 0.05 h^−1^). At this condition, after ∼2 residence times (corresponding to 3 generations), some cells in the population started to look more elongated (S2 in Fig. 3A). With increasing number of residence times at this low dilution rate, the effect became more pronounced. Additionally, some cells adopted a branched pseudohyphal appearance (S3 in Fig. 3A). Upon switching to the low dilution rate, cells also started growing on the surface of the bioreactors, which became even more pronounced with increasing number of residence times (Figure S2, Supporting Information). Strikingly, when the dilution rate was switched back to *µ* = 0.1 h^−1^, ∼17% of the cells in the population still exhibited an elongated or pseudohyphal phenotype even after 7 generations/5 residence times (S4 & S5 in Fig. 3A). This is striking, as at S5 over 99% of the cells never experienced the slow pseudohyphae-triggering growth rate (*µ* = 0.05 h^−1^) thus indicating that pseudohyphae formation upon slow growth in *K. phaffii* is a heritable phenotype.

**Figure 3.**
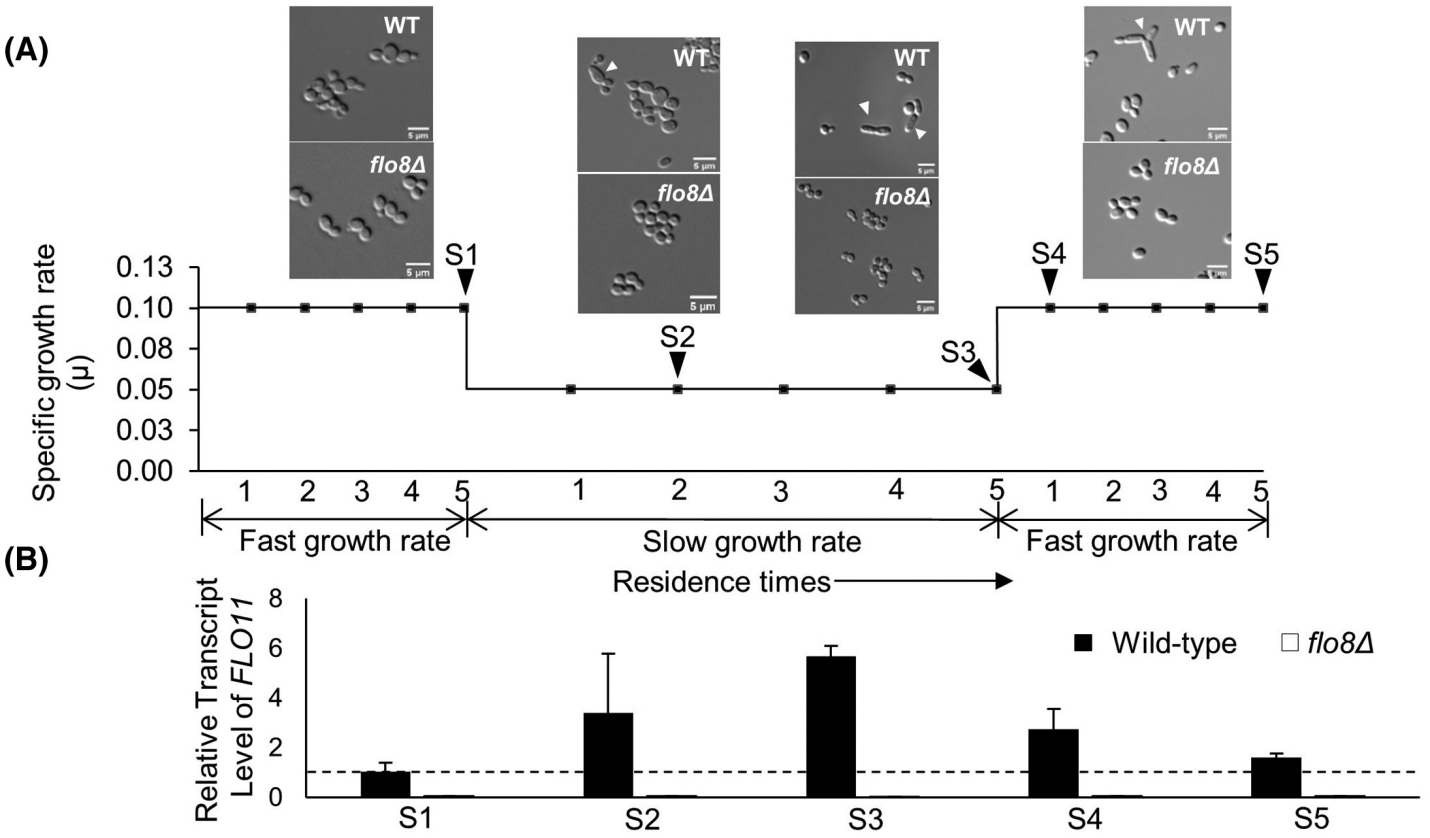
Cultivation at low dilution rate (corresponding to *µ* = 0.05 h^−1^) in glucose-limited chemostat triggers pseudohyphal growth in *K. phaffii*, which seems to be connected to the expression of *FLO11*. **(A)** Growth rate profile of the glucose-limited chemostat experiments, sampling time points (S1–S5) and cell morphology of the wild-type and the *flo8Δ* strains.**(B)** The plot shows the transcript level of *FLO11* in the wild-type and the *flo8Δ* strains, measured by qRT-PCR, relative to the reference sample S1 in the wild type.

### Pseudohyphal growth of *K. phaffii* is dependent on the presence of Flo8

As mentioned before, the *S. cerevisiae* laboratory strain S288C does not show any adhesion-related phenotype because of a single nonsense mutation in *FLO8* (Liu *et al*. 1996). To confirm that the pseudohyphal phenotype in *K. phaffii* is also dependent on the putative Flo8 homolog, we cultivated the *K. phaffii flo8Δ* strain (Gasser *et al*. 2015) at the same conditions as the wild type. In contrast to the wild-type strain, the *flo8Δ* strain showed no pseudohyphal phenotype and only very reduced surface growth (Fig. 3A; Figure S2, Supporting Information). Hence the samples from the *flo8Δ* cultivations were used as controls for further analysis.

For ease of understanding, henceforth the chemostat samples will be referred to using their sample names as given in Fig. 3A (S1, S2, S3, etc.).

### *FLO11* is induced in conditions of pseudohyphal growth, but *FLO11* deletion does not prevent pseudohyphae formation in *K. phaffii*

In *S. cerevisiae*, expression of *FLO11* is required for pseudohyphal growth and biofilm formation (Rupp *et al*. 1999; Cullen and Sprague 2012) and strains lacking the *FLO11* gene are unable to form pseudohyphae (Lo and Dranginis 1998). To verify whether the same gene also plays a crucial role in conferring the pseudohyphal phenotype in *K. phaffii*, we analyzed the expression profile of *FLO11* during different stages of the chemostat cultivations by employing quantitative real-time PCR (qRT-PCR) (Fig. 3B). Compared to the reference sample S1 at 0.1 h^−1^, *FLO11* expression significantly increased at S2 and S3, concurrent with the induction of pseudohyphal growth. Consistent with our observation that with an increasing number of residence times at the low dilution rate the pseudohyphal phenotype became more pronounced, expression of *FLO11* also got stronger. Upon switching the dilution rate back to 0.1 h^−1^ (sample S4), the expression of *FLO11* quickly dropped. However, even after five residence times (sample S5), the *FLO11* expression remained 1.5-fold higher compared to S1 (*P*-value < 0.05). In the *flo8Δ* strain, the *FLO11* expression remained below detection level, indicating that activation of the gene is under control of Flo8.

Based on the quantitative PCR results, we considered the possibility that, like in *S. cerevisiae*, *FLO11* is also the sole gene responsible for conferring the pseudohyphal phenotype in *K. phaffii*. To verify this, we constructed a *flo11Δ* strain and cultivated it in biological duplicates applying the same chemostat cultivation strategy as described before. As a control, we simultaneously cultivated the wild-type strain. However, we observed that unlike in *S. cerevisiae*, deleting *FLO11* did not inhibit pseudohyphal growth, although a cell count to compare the percentage of pseudohyphal (elongated) to non-pseudohyphal (ovoid) cells in the wild-type and the *flo11Δ* strains revealed that deletion of *FLO11* impairs pseudohyphal growth (Fig. 4). After five residence times at a dilution rate of 0.05 h^−1^, ∼17% of the wild-type population showed an elongated or pseudohyphal phenotype, while only 7.5% of the *flo11Δ* population switched to such a phenotype (Fig. 4) revealing that unlike in *S. cerevisiae*, *FLO11* is not the only player in conferring the pseudohyphal phenotype in *K. phaffii*.

**Figure 4.**
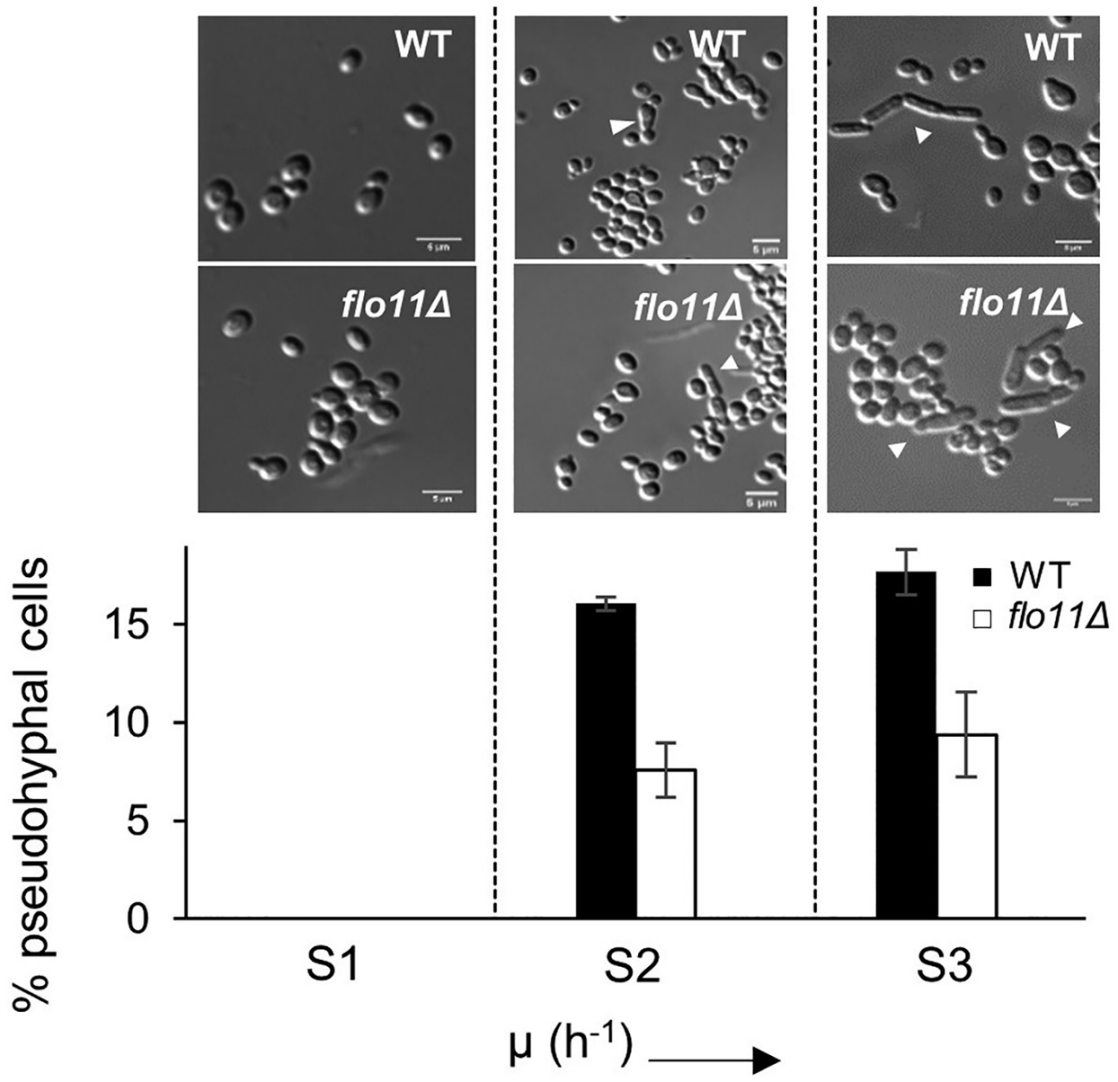
Microscope pictures of both the wild-type and the *flo11Δ* strains at different sampling time points. The graph shows the percentage of pseudohyphal cells in the population for both the wild-type and the *flo11Δ* strains (*n *= 3).

### Quantification of mRNA levels of *FLO* genes by qRT-PCR and RNA-Seq

To check the expression patterns of the other *FLO* genes at fast and slow growth, we measured their transcript levels at the different growth rates in the wild-type as well as the *flo8Δ* strains by qRT-PCR and RNA-Seq.

qRT-PCR data showed that out of the analyzed genes, *BSC1*, *FLO5-1* and *FLO400* seemed to be under the control of Flo8 and showed no expression in the *flo8Δ* strain, while *FLO5-2, FLO200* and PP7435_Chr4-0629 were unaffected by the lack of Flo8 (Fig. 5). Four of the genes, *BSC1*, *FLO5-1*, *FLO200* and *FLO400* were downregulated at S3 in comparison to the reference sample S1. These genes stayed repressed even at S5. Considering that >99% of the cells present at S5 never experienced the slow pseudohyphae-triggering growth rate, it is speculated that these genes underwent stable repression.

**Figure 5.**
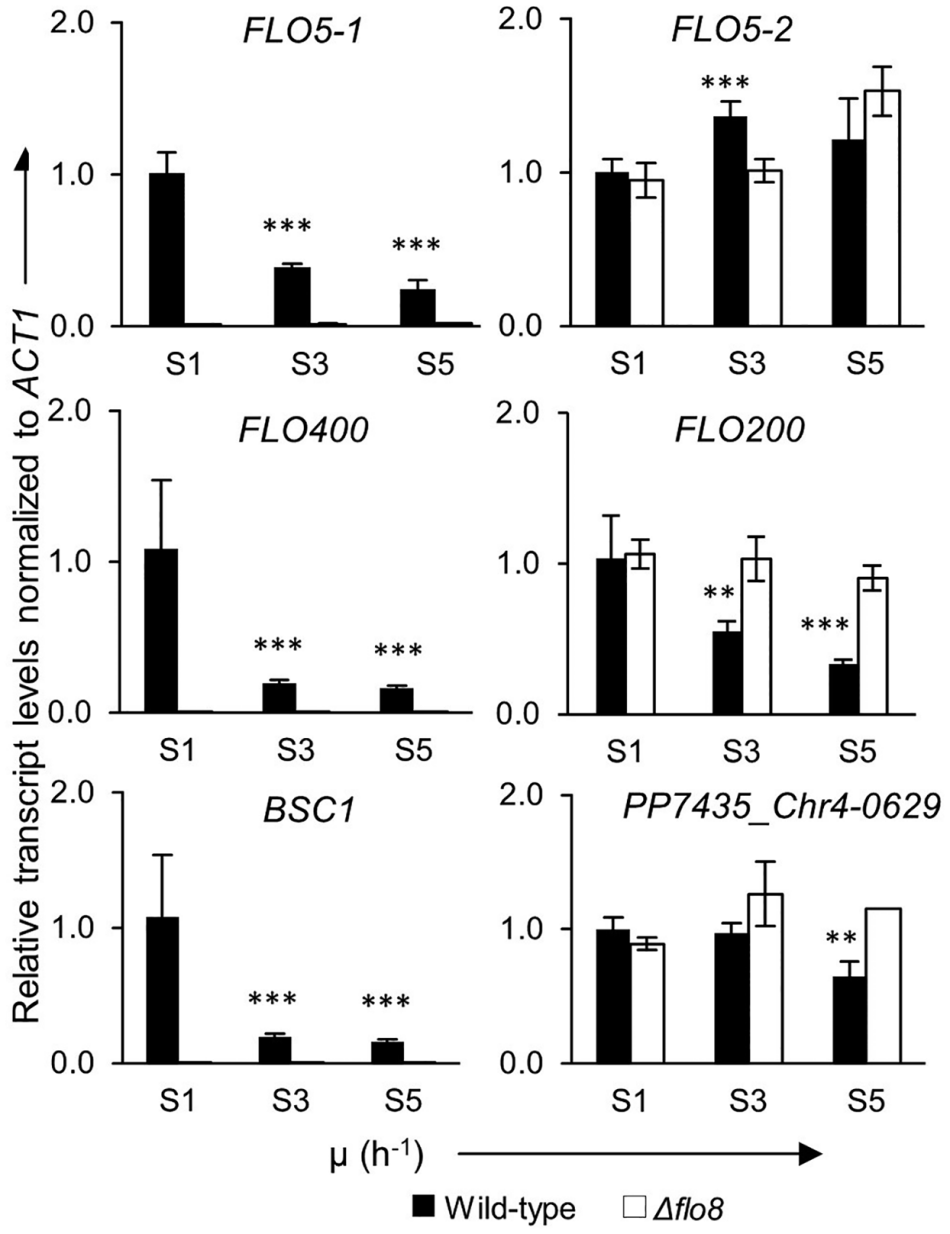
qRT-PCR data showing expression pattern of several *FLO* genes relative to the reference sample (wild type in S1). Asterisks above the bars denote statistical significance of gene expression levels in comparison with the reference sample (*P*-values calculated by Student's*t*-test; **P-value < 0.01 and ***P-value < 0.001).

Next, RNA-Seq was performed on the samples collected during the chemostats of the wild-type at S1, S3 and S5 and the *flo8Δ* strains at S1 and S3. 

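Transcript levels were measured in 15 libraries, 3 biological replicates of each of 5 samples. The wild-type was sampled at S1 (growth rate 0.1 per hour), at S3 (0.05 per hour) and at S5 (0.1 per hour again), and *flo8Δ*, in which the regulator Flo8 is disrupted, at S1 and S3. Each sample was taken after 5 residence times at its growth rate. Poly-A RNA was sequenced as single reads, and whether the library kit kept the strand is not given in the sources used here. The authors quantified the trimmed reads with kallisto v0.43.1 on the CBS7435 annotation, imported them with tximport v1.2.0 and scaled them with DESeq2 v1.14.1 for each of 6 pairs of samples. The DESeq2-normalized counts of 5341 genes in these 6 tables are the values used here. The reads behind them were inferred from the steps between the low values of each library. By this estimate the wild-type libraries held 4632193 to 10843287 reads at S1 (median 10300371), 8975668 to 9364015 at S3 (median 9310698) and 8933682 to 9129135 at S5 (median 8940879). The *flo8Δ* libraries held 4163226 to 9765648 reads at S1 (median 9187716) and 9484760 to 10226631 at S3 (median 9573596). Replicate 3 of the wild-type at S1 and replicate 2 of *flo8Δ* at S1 were the shallow ones. A separate kallisto table of each library, labelled fr-stranded, lists estimated counts that sum to 5.06 to 6.11% of those reads. In 99.77 to 99.93% of the genes with at least 100 estimated counts the estimated count was not above the inferred reads. Permuted genes passed in 72.94 to 87.46%, which missed a bound set for this check. In a second check, chosen afterwards, 72 to 108 genes of each library lay slightly below the inferred reads and 0 to 2 slightly above them. From the second check these counts were taken as the part of the reads with one orientation and are called fr reads here. They made up a median of 2.8% of the reads of a gene but more than 50% in 373 of 5340 genes, where a normalized count mixes both orientations. Each comparison was tested with limma on log2(normalized count + 1) over genes with at least 10 normalized counts in at least 3 libraries, with Benjamini-Hochberg adjustment. Fold changes are on that scale, which understates the change of genes with few reads, and errors of fold changes are standard errors. Genes past both thresholds of the study (adjusted p of 0.05, log2 fold change of 1 in size) are called higher or lower. The *FLO* genes form a family, so reads that match several members could have been split between them.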

Since the pseudohyphal phenotype is observed only in the wild-type strain but not in *flo8Δ*, we first looked at the genes that are differentially regulated between these strains. As mentioned in Materials and methods, transcripts with a log_2_ fold-change below −1 and above 1, combined with an adjusted *P*-value < 0.05 were considered to be significant. 

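*FLO8* itself, the targeted gene, was read at 36.2 ± 3.20 tpm (SD, n = 3) in the wild-type and 28.2 ± 3.88 tpm (SD, n = 3) in *flo8Δ* at S1, and at 33.7 ± 0.621 and 32.6 ± 2.70 tpm (SD, n = 3 each) at S3. The *flo8Δ* strain lacks only part of the promoter and the start of the open reading frame, so the transcript of the remaining part does not check the labels. At S1, 135 of 5306 genes were higher in the wild-type than in *flo8Δ*, and at S3, 202 of 5312 genes (limma, 3 libraries against 3). Of 5305 genes tested at both time points, 104 were higher at both, where 5.06 would be shared by independent lists. The libraries of both comparisons are different ones, but the paper describes S1 and S3 as drawn in turn from a chemostat run. The lists may therefore share cultures, so the overlap is no independent replication. Against a minimum log2 fold change of 1 within the test (limma treat), 44 genes at S1 and 138 at S3 were higher. Tested with edgeR on the fr reads alone, 205 genes at S1 and 367 at S3 were higher.

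**Figure D1:**
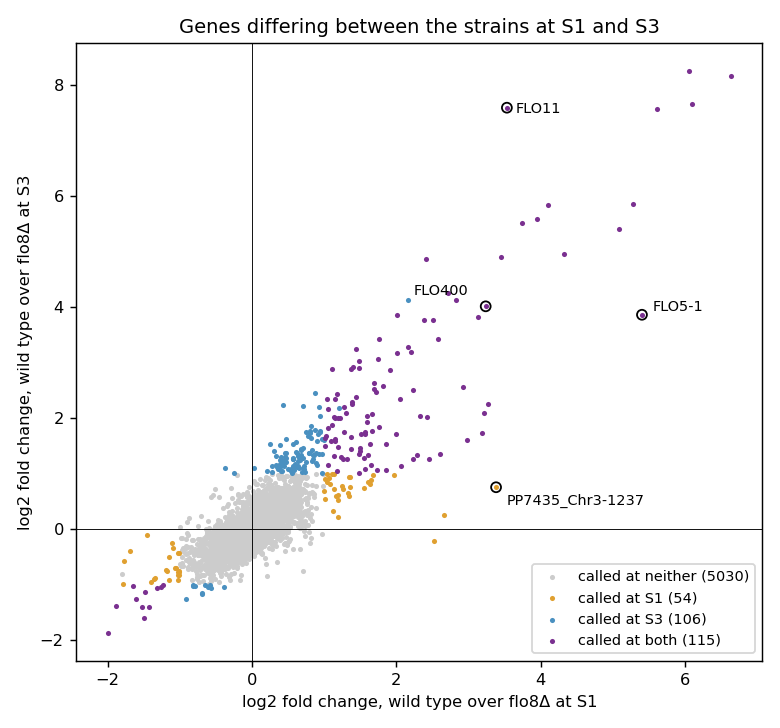
Log2 fold change of wild-type over *flo8Δ* at S1 (horizontal axis) and at S3 (vertical axis), on the scale of log2(normalized count + 1). Each point is 1 of the 5305 genes tested at both time points, coloured by where it passed both thresholds: at neither (5030 genes), only at S1 (54), only at S3 (106) or at both (115), and 4 *FLO* genes are circled. The 104 genes past both thresholds and higher in the wild-type at both time points lie in the upper right.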

Using these criteria, it was seen that 107 genes were upregulated in the wild-type strain compared to the *flo8Δ* strain (Table S3, Supporting Information). 

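Of the 13 genes of the *FLO* family, which encode flocculins of the cell surface, 12 had enough reads to be tested between the strains. At S1, 4 of them were higher in the wild-type and 8 did not pass the thresholds. At S3, 3 were higher and 9 did not pass, and adjusted over the list alone the counts were 4 and 3 as well. Over all reads, *FLO5-1* (PP7435_Chr1-1389) differed most at S1, by a log2 fold change of 5.40 (standard error 0.0905, adjusted p = 9.59e-09 from limma), and by 3.86 at S3 (standard error 0.0605, adjusted p = 2.3e-13 from limma). *FLO11* (PP7435_Chr2-0267) differed by 3.53 at S1 (standard error 0.574, adjusted p = 0.00283 from limma) and by 7.59 at S3 (standard error 0.303, adjusted p = 1.32e-09 from limma), the largest difference of the family. *FLO400* (PP7435_Chr4-0865) differed by 3.24 at S1 (adjusted p = 1.03e-05 from limma) and by 4.01 at S3 (adjusted p = 1.78e-10 from limma). PP7435_Chr3-1237 was higher by 3.38 at S1 (adjusted p = 2.8e-05 from limma), while at S3 its log2 fold change of 0.75 (standard error 0.211, adjusted p = 0.0103 from limma) lay below the fold threshold. As a set, the family had an adjusted p of 0.783 at S1 and 0.0836 at S3 against the other genes (camera), with 0.0171 and 0.00573 without the fr reads and 0.0312 at S3 with column sums in place of size factors. Tested by itself and not against the other genes, the family had an unadjusted p of 0.000151 at S1 and 0.000414 at S3 (fry). Its median log2 fold change at S1 was −0.11 where its mean was 1.11. With the fr reads taken out, 6 genes of the family were higher in the wild-type at S1 and 6 at S3 (limma), with *FLO300* (log2 fold change 2.06, adjusted p = 0.0391) and *FLO5-2* added at S1 and PP7435_Chr3-1237 (4.34, adjusted p = 9.94e-06), PP7435_Chr4-1013 (3.2985, adjusted p = 0.000175) and *FLO5-2* added at S3. The added calls rest on the reads left after this removal, which were few in *flo8Δ*. At S3, PP7435_Chr4-1013 kept 68 reads in the wild-type and 5 in *flo8Δ*, *FLO5-2* 65 and 34, and PP7435_Chr3-1237 273 and 13. At S1, *FLO300* kept 264 and 51 and *FLO5-2* 237 and 87. After the same removal *FLO11* was at 6.61 at S1, with 1 read left in *flo8Δ*, and *FLO5-1* at 6.48. With edgeR on the fr reads alone, *FLO5-1* was at −0.11 at S1 and −0.46 at S3, and PP7435_Chr3-1237 at −0.66 at S1.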

Among the *FLO* genes this included *FLO11*, *FLO5-1*, *FLO400* and PP7435_Chr3-1237 (Table 2). On the other hand, only 21 genes were downregulated in the wild-type strain compared to the *flo8Δ* strain (Table S3, Supporting Information). 

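Genes lower in the wild-type than in *flo8Δ* numbered 34 at S1 and 22 at S3 (limma, the same thresholds). They shared 11 genes, where independent lists would share 0.141. Among the *FLO* genes, *BSC1* had a log2 fold change at S1 of −0.49 (standard error 0.0941, adjusted p = 0.00592 from limma), which lies above the fold threshold of −1. PP7435_Chr1-2104 was at −0.53 at S1 (adjusted p = 0.00995 from limma) and at −0.07 at S3 (adjusted p = 0.66). *FLO200* had log2 fold changes of −0.38 at S1 (adjusted p = 0.122) and −0.25 at S3 (adjusted p = 0.115), and *FLO5-2* (PP7435_Chr3-1228) of 0.04 and −0.03 (adjusted p = 0.818 and 0.81, all from limma). Most reads of *FLO5-2* are fr reads, and without them it was higher in the wild-type, by 1.26 at S1 (adjusted p = 0.0019) and 1.02 at S3 (adjusted p = 0.0274, limma). Without replicate 2 of the wild-type at S1, 51 genes were lower at S1, and without replicate 3 of *flo8Δ* at S3, 34 were lower at S3. With limma treat, 2 genes at S1 and 0 at S3 were lower, where 104 and 170 genes of either direction had an unadjusted p under 0.05 in that test, and with DESeq2 on the fr reads alone 43 and 83 genes were lower.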

Analyzing the Gene Ontology terms enriched in this list of differentially regulated genes using the open source software GO::TermFinder (Ashburner *et al*. 2000; Boyle *et al*. 2004), we found that most of them are related to cellular response to pheromone, reproductive processes and multi-organism processes. Interestingly, we also found a big group of unannotated genes (63 genes) in this list, which are not characterized so far. The enriched GO terms and the genes belonging to these GO terms are listed in Table S4 (Supporting Information).

**Table 2.** RNA-Seq data of all *FLO* genes showing the average transcripts per million (tpm) values of the *FLO* genes.

	Wild type *µ* = 0.1 h^−1^	Wild type *µ* = 0.05 h^−1^	Wild type *µ* = 0.1 h^−1^	*flo8Δ* *µ* = 0.1 h^−1^	*flo8Δ* *µ* = 0.05 h^−1^
Gene name	S1	S3	S5	S1	S3
*FLO11*	6.5	58.8	18.1	0.4	0.3
*FLO5-1*	2156.4	666.3	419.5	47.5	47.9
*FLO400*	3431.2	1776.4	1029.1	339.4	113.5
*BSC1*	4.8	4.4	6.1	6.3	4.2
*FLO5-2*	16.4	12.0	10.7	14.9	12.7
*FLO100*	0.3	5.3	33.7	0.2	0.0
*FLO200*	8.1	5.1	5.7	9.7	6.3
*FLO300*	8.0	42.3	161.0	9.3	25.6
PP7435_Chr1-2104	2942.1	3308.8	3697.5	3977.6	3642.0
PP7435_Chr3-1237	36.0	13.1	17.7	3.1	7.9
PP7435_Chr2-0004	10.9	8.1	7.4	9.9	8.2
PP7435_Chr4-1013	16.3	13.8	14.5	17.8	12.9
PP7435_Chr4-0629	74.5	73.7	67.4	89.6	86.3
*ACT1*	1726.9	1601.2	1616.6	1704.7	1483.7

We then looked specifically into the RNA-Seq data of the *FLO* genes in the wild-type strain. Table 2 shows the average transcripts per million (tpm) of the three biological replicates of each sample. 

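The tpm values here were computed from the authors' normalized counts and the effective transcript lengths. The *FLO* genes spanned a wide range of transcript levels. *BSC1* stayed low, at 4.76 ± 0.244 tpm (SD, n = 3) in the wild-type at S1, 4.35 ± 0.560 at S3 and 6.06 ± 1.42 at S5. *FLO200* was read at 8.09 ± 2.05 tpm (SD, n = 3) at S1, 5.09 ± 0.401 at S3 and 5.69 ± 1.27 at S5, and *FLO5-2* at 16.4 ± 2.72, 12.0 ± 1.83 and 10.7 ± 2.52 tpm (SD, n = 3 each). PP7435_Chr2-0004 lay at 10.9 ± 3.06 tpm (SD, n = 3) at S1 and 7.39 ± 1.69 at S5, and PP7435_Chr4-1013 at 16.3 ± 2.13 and 14.5 ± 2.90 tpm. None of these 5 genes passed both thresholds between S1, S3 and S5 (limma). *FLO100* was uneven between replicates, with 0.146 to 0.485 tpm at S1, 0.055 to 9.85 at S3 and 1.90 to 94.1 at S5, and its log2 fold change from S1 to S5 was 5.02 (standard error 1.20, adjusted p = 0.0593 from limma; 0.0465 with the replicate number as a block). In *FLO5-2*, *FLO200* and PP7435_Chr4-1013 the fr reads made up 91.8%, 71.4% and 96.5% of all reads, so these levels mix both orientations. Without them, *FLO5-2* and *FLO200* passed both thresholds from S1 to S3, at −1.91 and −1.46, and from S1 to S5, at −2.58 and −1.64.

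**Figure D2:**
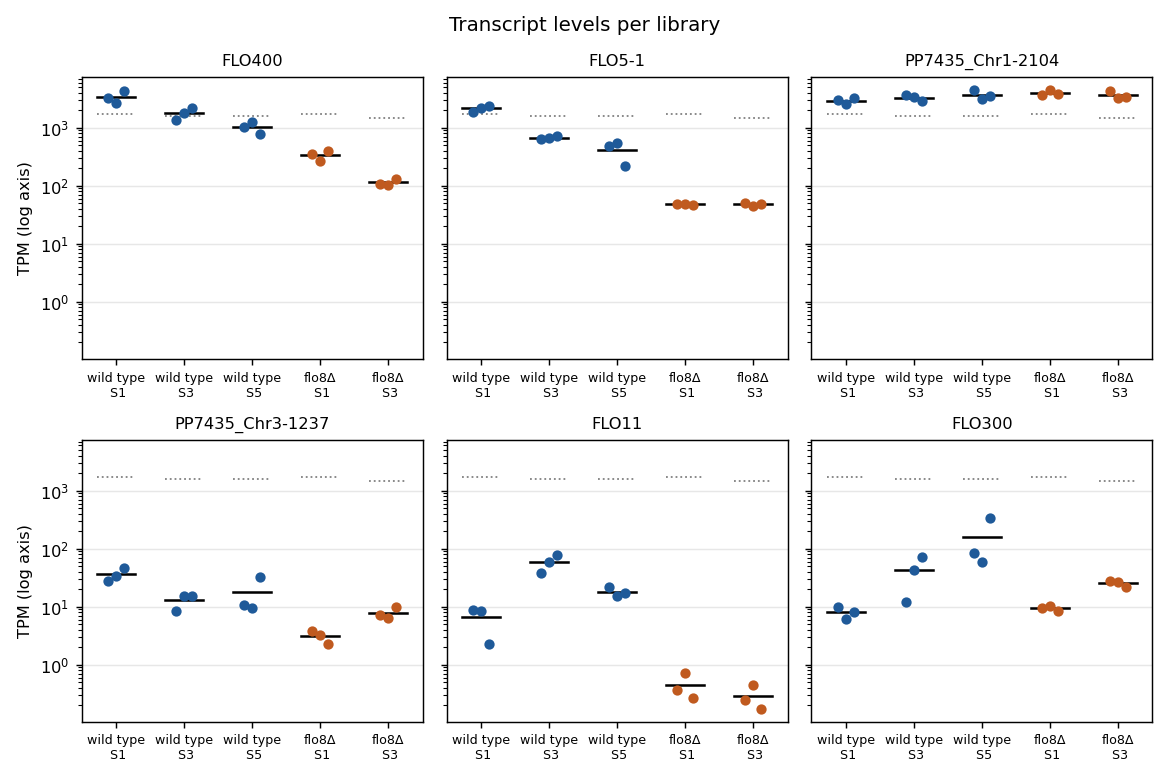
Transcript levels (tpm, log axis) of 6 *FLO* genes in each of the 15 libraries, by strain and time point. Each point is 1 library, the black bar is the mean of 3 replicates and the dotted grey line is the mean of *ACT1* in that sample. The points of *FLO400* and *FLO5-1* step down from the wild-type at S1 to *flo8Δ*, those of PP7435_Chr1-2104 lie above the *ACT1* line in all 15 libraries, and *FLO11* and *FLO300* are higher at S3 than at S1 in the wild-type.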

The data for *ACT1* is also given for comparison. 

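In the wild-type, *ACT1*, which encodes actin, was read at 1727 ± 74.6 tpm (SD, n = 3) at S1, 1601 ± 41.4 at S3 and 1617 ± 134 at S5. *FLO400* stood at 3431 ± 828 tpm (SD, n = 3) at S1, 1.99 times the mean of *ACT1*, and exceeded *ACT1* in 3 of 3 libraries. At S3 it reached 1776 ± 410 tpm and exceeded *ACT1* in 2 of 3 libraries, and at S5, with 1029 ± 234 tpm, in 0 of 3. *FLO5-1* stood at 2156 ± 258 tpm (SD, n = 3) at S1, above *ACT1* in 3 of 3 libraries, but was below it in every library at S3 (666 ± 43.3 tpm) and at S5 (419 ± 174 tpm). PP7435_Chr1-2104, the *FLO* gene with the shortest reading frame, was read at 2942 ± 373, 3309 ± 404 and 3697 ± 706 tpm (SD, n = 3 each) at S1, S3 and S5, and lay above *ACT1* in 3 of 3 libraries each time.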

*FLO400*, *FLO5-1* and PP7435_Chr1-2104 were expressed at levels even higher than that of *ACT1*. While the expression of PP7435_Chr1-2104 did not undergo significant variation at the different stages of the chemostat cultivation, the expression of *FLO400* and *FLO5-1* changed upon switching to the slow growth rate. 

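Between S1 and S3, PP7435_Chr1-2104 had a log2 fold change of 0.20 (standard error 0.124, adjusted p = 0.245 from limma). From S1 to S5 it was 0.44 (standard error 0.166, adjusted p = 0.144) and from S3 to S5 0.22 (standard error 0.169, adjusted p = 0.323). *FLO5-1* fell by 1.66 on the log2 scale from S1 to S3 (standard error 0.1103, adjusted p = 0.000343 from limma), and no single library left out ended this call. *FLO400* had a log2 fold change of −0.92 (standard error 0.193, adjusted p = 0.00973 from limma), past the p-value threshold and short of the fold threshold. It passed both without replicate 3 of the wild-type at S3 (−1.06) or without replicate 2 of the wild-type at S1 (−1.04). *ACT1*, for comparison, was at −0.08 (adjusted p = 0.512 from limma). In all, 76 of 5310 genes passed both thresholds between S3 and S1 in the wild-type, 59 higher and 17 lower at S3, and this count lay between 46 (without replicate 3 at S1) and 140 (without replicate 2 at S1).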

The highest expression levels for these two genes was reached initially at S1. 

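The 3 wild-type libraries of S1 held the highest values of both genes. For *FLO400* they ranged from 2669 to 4312 tpm, where the highest library of S3 had 2166 tpm and the highest of S5 had 1263 tpm. For *FLO5-1* they ranged from 1893 to 2409 tpm, where the highest libraries of S3 and S5 had 714 and 546 tpm. By mean tpm over all genes, *FLO400* ranked 41st and *FLO5-1* 82nd of 5341 at S1. *FLO400* then ranked 99th at S3 and 172nd at S5, and *FLO5-1* 272nd and 370th.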

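After the return to the fast growth rate, *FLO5-1* had a log2 fold change of −2.34 at S5 over S1 (standard error 0.343, adjusted p = 0.0206 from limma). *FLO400* had a log2 fold change of −1.61 over the same interval (standard error 0.235, adjusted p = 0.0206 from limma). Neither gene passed both thresholds between S3 and S5, where *FLO400* was at −0.71 (standard error 0.230, adjusted p = 0.0392 from limma) and *FLO5-1* at −0.70 (standard error 0.328, adjusted p = 0.127). *FLO5-1* was lowest in replicate 3 of S5, with 222 tpm. Of 5311 genes, 21 passed both thresholds between S5 and S1, 5 higher and 16 lower at S5. Without replicate 1 at S1 the p-value threshold was missed by *FLO5-1* (adjusted p = 0.105) and *FLO400* (0.113), and without replicate 1 at S5 by both again (0.0917 and 0.112, limma). The count of 21 genes fell to 3 and to 0 under these omissions (limma; with all 6 libraries 1377 genes had an unadjusted p under 0.05, and edgeR on the fr reads alone gave 19 genes, 4 of them among the 21). The log2 fold changes of both *FLO* genes stayed between −2.62 and −1.39 over 13 settings on the normalized counts.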

At S3, both genes were repressed and remained in their repressed state even after switching back to the fast growth rate (S5) confirming the pattern of gene expression that we observed in the qRT-PCR data. 

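PP7435_Chr3-1237 was read at 36.0 ± 9.18 tpm (SD, n = 3) in the wild-type at S1, 13.0 ± 3.95 at S3 and 17.7 ± 13.1 at S5. It was lower at S3 than at S1, with a log2 fold change of −1.45 (standard error 0.243, adjusted p = 0.00397 from limma). At S5 the log2 fold change against S1 was −1.11 (standard error 0.395, adjusted p = 0.131 from limma; 0.0482 with the replicate number as a block), with 10.9 and 9.40 tpm in replicates 1 and 2 and 32.8 tpm in replicate 3. Without replicate 3 at S5 it was −1.62 (adjusted p = 0.0102 from limma). By mean tpm the gene ranked 3862nd of 5341 at S1. In the wild-type, fr reads made up 5.63% of its reads at S1, 31.2% at S3 and 18.8% at S5, and on the fr reads alone its log2 fold change from S1 to S3 was 1.06 (edgeR, adjusted p = 0.0218).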

PP7435_Chr3-1237 follows a similar expression and downregulation pattern as *FLO400* and *FLO5-1* but its expression level, even at S1, is much lower.

*FLO11* reached its highest expression during the slow growth rate, but even then, the expression level was much lower than the highest expression levels of *FLO400* and *FLO5-1*. 

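*FLO11* was 8.99-fold higher at S3 than at S1 in mean tpm, rising from 6.54 ± 3.73 tpm (SD, n = 3) to 58.8 tpm (range 38.0 to 79.0, n = 3). Its log2 fold change was 3.36 (standard error 0.529, adjusted p = 0.00318 from limma), and it stayed past both thresholds without any 1 of the 6 libraries. The replicates of S1 differed, with 8.81 and 8.57 tpm in replicates 1 and 2 and 2.24 tpm in replicate 3, the shallow library. At S3 the gene ranked 2654th of 5341 by mean tpm.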

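Between S3 and S5, *FLO11* fell by 1.58 on the log2 scale (standard error 0.235, adjusted p = 0.00163 from limma). At S5 it was read at 18.1 ± 3.27 tpm (SD, n = 3), between 15.3 and 21.7 tpm, which is 2.77 times the mean at S1. The 3 libraries of S5 all lay above the 3 of S1. The log2 fold change of S5 over S1 was 1.81 (standard error 0.498, adjusted p = 0.0799 from limma), short of the p-value threshold. With the replicate number as a block it passed (adjusted p = 0.0429), as it did without replicate 3 at S1 (log2 fold change 1.12, adjusted p = 0.00962) and with all 15 libraries in 1 model (adjusted p = 0.0165). On the fr reads alone, which were 0.9% of its reads at S3, the log2 fold change from S3 to S5 was 0.46 (edgeR, adjusted p = 0.339).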

The expression level of *FLO11* was again downregulated after the growth rate was switched back, but remained >2-fold higher in S5 than in S1, which reflected the pattern shown by the qRT-PCR data. In the *flo8Δ* strain the expression of *FLO400*, *FLO5-1*, *FLO11* and PP7435_Chr3-1237 genes was highly hampered, confirming that they are under the regulation of Flo8. 

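In *flo8Δ* the mean transcript levels of all 4 genes were below those of the wild-type. For PP7435_Chr3-1237 the libraries of S3 overlapped, with 9.975 tpm in replicate 3 of *flo8Δ* and 8.487 tpm in replicate 1 of the wild-type. *FLO5-1* was read at 47.5 ± 0.897 tpm (SD, n = 3) at S1 and 47.9 ± 3.38 tpm (SD, n = 3) at S3, 45.4 and 13.9 times below the means of the wild-type. *FLO400* kept 339 ± 69.4 tpm (SD, n = 3) at S1 and 114 ± 15.7 tpm (SD, n = 3) at S3, which is 10.1 and 15.6 times less. *FLO11* was at 0.444 ± 0.233 tpm (SD, n = 3) at S1 and 0.288 ± 0.143 tpm (SD, n = 3) at S3, 14.7 and 204 times less. PP7435_Chr3-1237 was at 3.13 ± 0.752 tpm (SD, n = 3) at S1, 11.5 times less, and at 7.89 ± 1.84 tpm (SD, n = 3) at S3, 1.65 times less. Of its reads in *flo8Δ*, 90.2% at S1 and 94.9% at S3 were fr reads, as were 52.8% and 55.4% of those of *FLO5-1*. For *FLO11* the shares were 96.3% and 92.0%. Other reads in *flo8Δ* numbered 1 at S1 and 2 at S3 for *FLO11*, and 8 and 13 for PP7435_Chr3-1237. The sizes of fold changes of these genes without the fr reads therefore rest on few reads. Without the fr reads the log2 fold change of wild-type over *flo8Δ* was 6.48 for *FLO5-1*, 6.61 for *FLO11* and 6.34 for PP7435_Chr3-1237 at S1 (limma). The Flo8-disrupted strain, which formed no pseudohyphae, served the study as its control. The paper had inferred control by Flo8 for *FLO11*, *FLO5-1* and *FLO400* from qRT-PCR. It takes the low RNA-Seq levels of the 4 genes in *flo8Δ* as further evidence that Flo8 regulates them.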

PP7435_Chr4-0629 was stably expressed at a low level independent of the dilution rate. 

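PP7435_Chr4-0629 was read at 74.5 ± 5.92 tpm (SD, n = 3) in the wild-type at S1, 73.7 ± 10.4 at S3 and 67.4 ± 23.7 at S5. Its log2 fold change was 0.01 from S1 to S3 (standard error 0.121, adjusted p = 0.97 from limma), −0.08 from S1 to S5 (standard error 0.198, adjusted p = 0.818) and −0.11 from S3 to S5 (standard error 0.191, adjusted p = 0.691). In *flo8Δ* it was read at 89.6 ± 9.82 tpm (SD, n = 3) at S1 and 86.3 ± 6.65 tpm (SD, n = 3) at S3, a log2 fold change of −0.17 (standard error 0.0740, adjusted p = 0.106 from limma). The gene ranked 2129th, 2127th and 2167th of 5341 by mean tpm in the wild-type. Over the settings tried on the normalized counts its log2 fold change between S1 and S3 in the wild-type lay between −0.10 and 0.09.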

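*FLO300* was read at 8.00 ± 1.84 tpm (SD, n = 3) in the wild-type at S1, 42.3 ± 30.2 at S3 and 161 ± 156 at S5. It was higher at S3 than at S1, with a log2 fold change of 2.10 (standard error 0.550, adjusted p = 0.022 from limma), and at S5 than at S1, with 4.03 (standard error 0.523, adjusted p = 0.0203 from limma). Between S3 and S5 it was at 1.91 (standard error 0.733, adjusted p = 0.0706 from limma). In *flo8Δ* it rose from 9.32 ± 0.926 (SD, n = 3) at S1 to 25.6 ± 3.20 tpm (SD, n = 3) at S3, a log2 fold change of 1.33 (standard error 0.119, adjusted p = 1.88e-05 from limma). The difference between the changes of the 2 strains was 0.76 (standard error 0.624, adjusted p = 0.473 from limma), within the spread between replicates. The wild-type replicates were far apart, from 11.8 to 72.2 tpm at S3 and from 58.2 to 340.0 tpm at S5, where replicate 3 was the highest and the mean of the other two was 71.5 tpm. The call at S3 was lost without replicate 2 or 3 at S3 (adjusted p = 0.0763 and 0.0601) or replicate 1 at S1 (0.0554), and that at S5 without replicate 1 at S1 (0.0932) or at S5 (0.0675). Without replicate 1 of the wild-type at S3 the difference between the strains' changes was 1.495 (adjusted p = 0.0222), and with all 15 libraries in 1 model the change from S3 to S5 passed (adjusted p = 0.0126) while that in *flo8Δ* did not (0.094). In the 3 libraries of *flo8Δ* at S1, 496 of 547 reads were fr reads. On the fr reads alone the log2 fold changes had the other direction, −0.54 from S1 to S3 and −0.23 from S1 to S5 in the wild-type and −0.56 from S1 to S3 in *flo8Δ* (edgeR), while without them they were 2.99, 5.07 and 4.42 (limma).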

Even though expressed at lower levels compared to *FLO400* and *FLO5-1*, *FLO300* seems to be upregulated at the slow growth rate and shows even higher expression upon switching back to the fast growth rate, however, this expression pattern is similar in the *flo8Δ* strain.

We additionally created three different reporter strains expressing eGFP-tagged versions of Flo11, Flo400 and Flo5-1, respectively, and carried out similar glucose-limited chemostats with these strains. The purpose of these reporter strains was to follow the change in expression pattern of these proteins and to find out if these proteins are expressed in the entire population or only in a subpopulation, since pseudohyphal cells only represent a fraction of the population. As expected, both Flo400-eGFP and Flo5-1-eGFP were detected only in the S1 sample. Additionally, while Flo400-eGFP is produced in all the cells of the population, Flo5-1-eGFP was expressed only in a fraction of cells, which was ∼11% of the population (Figure S3, Supporting Information). Even though a similar N-terminal internal GFP tagging of Flo11 has been described in *S. cerevisiae* (Lo and Dranginis 1996), unfortunately the Flo11-eGFP expressing *K. phaffii* strain showed no observable fluorescence, which was most probably due to the general low expression levels of this protein.

### FAIRE-Seq analysis indicates involvement of chromatin modulation in the regulation of *FLO5-1* and *FLO400*

It has been reported that in *S. cerevisiae* some of the members of the *FLO* gene family are epigenetically silenced (Halme *et al*. 2004). The most well studied member in that regard is *FLO11*. The *FLO11* promoter, one of the largest described in *S. cerevisiae* with a size of around 3.5 kb, has binding sites for many different regulators and its expression is controlled by multiple levels of conventional and epigenetic regulation (Madhani and Fink 1997; Bumgarner *et al*. 2009; Octavio *et al*. 2009). The epigenetic regulation of *FLO11* involves chromatin modulation via histone modifications and nucleosome remodeling via the Rpd3L and Swi/Snf complex (Barrales *et al*. 2012). To investigate if and how changes in chromatin accessibility occur at a genome-wide level of fast and slow growing *K. phaffii*, we carried out Formaldehyde Assisted Isolation of Regulatory Elements (FAIRE-Seq) analysis (Giresi and Lieb 2009) of samples S1, S3 and S5. FAIRE-Seq analysis allows for the identification of open (nucleosome-free) chromatin regions, which include regulatory regions, at a genome-wide level during each condition.

Peaks in the FAIRE-Seq data correspond to open chromatin or nucleosome-free regions. Upon comparison and visualization of FAIRE-seq peaks between S1, S3 and S5 using the genome browser IGB, four different patterns were observed, namely, peaks that were detected at the same level in S1, S3 and S5 (indicating no chromatin modulation), peaks that were detected only at S3 (indicating open chromatin only at slow growth rate) and peaks that underwent stable changes between the samples S1 and S3, and remained in the same state in S5. These peaks were either detected in both S3 and S5 but not in S1 (Category I), or only detected in S1 but not in S3 and S5 (Category II). Screenshots of IGB showing representative chromosome regions with the different peak patterns are shown in Figure S4A–D (Supporting Information).

Regions corresponding to stable changes occurring in the chromatin after switching to the slow growth rate and returning to the fast growth rate (S1 vs S3 & S5) according to the FAIRE-Seq data were further analyzed. As explained above, Category I includes regions that were stably closed (nucleosome-bound) upon switching to the slow growth rate, while Category II contains regions that were stably opened (nucleosome-free) upon switching to the slow growth rate (Table S5 and Figure S4E and F, Supporting Information). The number of peaks in category I was much lower (around 25) compared to category II (around 350). In category I, peaks upstream of two flocculin genes, namely, *FLO400* and *FLO5-1* were detected, which means, the peaks upstream of these genes were detected only in sample S1 but not in S3 or S5, which indicate that the regions upstream of *FLO400* and *FLO5-1* undergo stable changes upon exposure to slow growth rate conditions. Screenshots of the MACS peak calling data for these regions as visualized on IGB for the wild-type sample are shown in Fig. 6A and B (Stein *et al*. 2002; Zhang *et al*. 2008). This is in accordance with the changes in transcript levels of these two genes as seen from the qRT-PCR and RNA-Seq data where the expression levels of both the genes are significantly downregulated in S3 and S5 (*P*-value < 10^−6^) compared to S1. 

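In the RNA-Seq data of the wild-type, the unadjusted p of *FLO5-1* was 3.21e-07 at S3 against S1 and 0.000121 at S5 against S1 (limma, a model fitted across all genes). *FLO400* had an unadjusted p of 0.00135 at S3 and 0.000113 at S5 (limma). With 3 libraries against 3, no permutation of the libraries can give a p below 0.1. Without the fr reads, which made up 3.62% of all reads of *FLO5-1* and 0.65% of those of *FLO400*, the log2 fold changes were −1.69 and −0.92 at S3 and −2.41 and −1.61 at S5.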

Other than *FLO400* and *FLO5-1*, no peaks were identified in the proximity of *FLO11* (Fig. 6C) or any of the other *FLO* genes.

**Figure 6.**
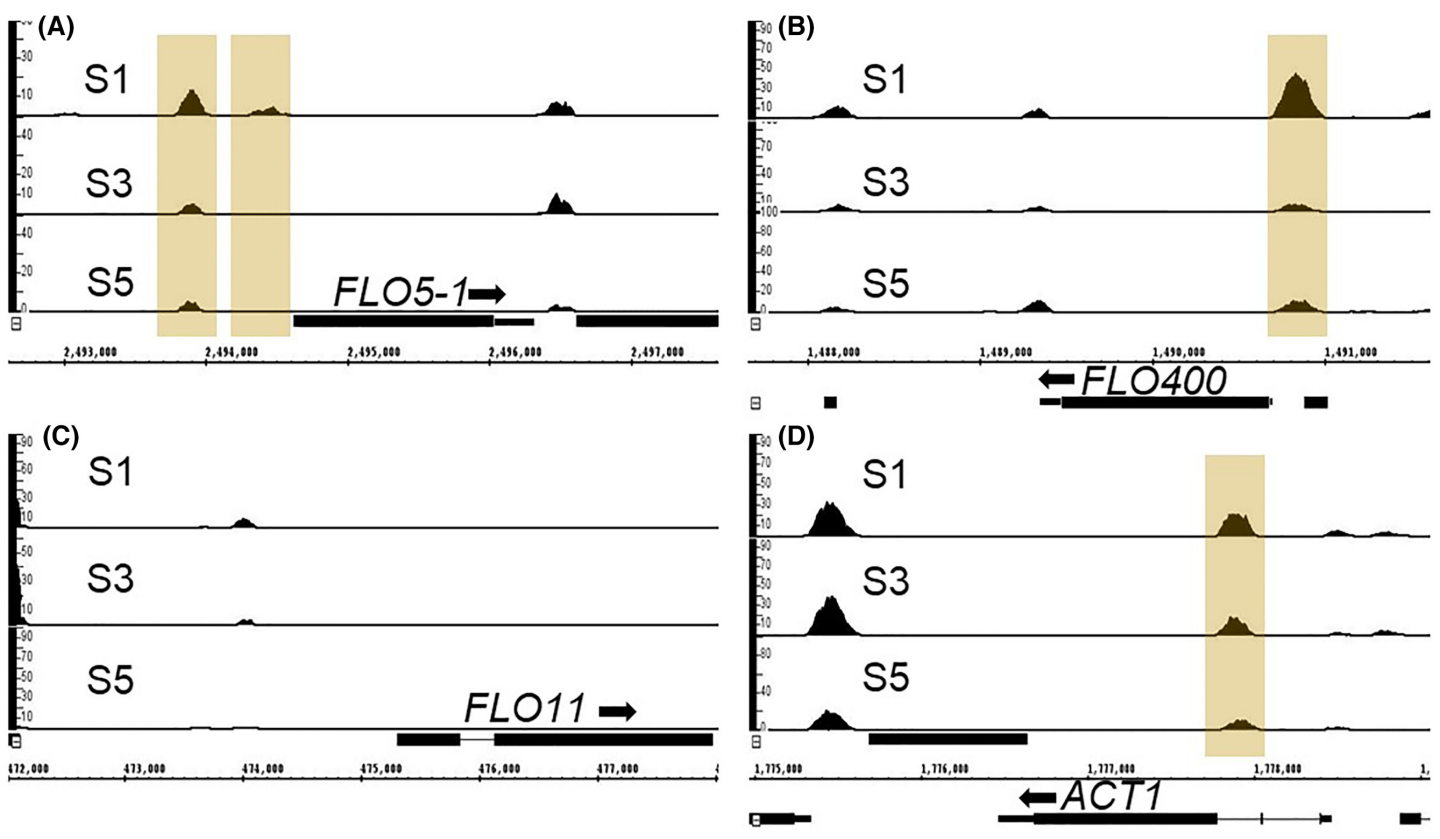
Open chromatin regions identified in the proximity of *FLO* genes by FAIRE-Seq analysis. Screenshot from IGB showing differential peaks upstream of *FLO5-1* and *FLO400* (highlighted in yellow); such statistically differential peaks are not observed in proximity of *FLO11*. *ACT1* is included here as control where an upstream open region is detected in all the three samples.

The regions in category II, even though being many more than category I, did not yield any significantly enriched GO terms. We looked at the genes that were proximal to these regions to specifically find genes that might be connected to the pseudohyphal phenotype. While we did find some genes like *MSB2*, *GTR2*, *MIT1*, *RSR1*, *KSS1* and *MIG1-1* that are connected to the regulation of filamentous growth in *S. cerevisiae*, on correlating these genes with the RNA-Seq data no significant upregulation of these genes in S3 compared to S1 was seen.

Finally, the FAIRE-Seq data of the *flo8Δ* strain was compared with that of the wild-type strain at each time point but no significant differences between the open chromatin regions in the wild-type and the *flo8Δ* strains were observed. This indicates that Flo8 does not play any role in the modification of chromatin structure.

### Deletion of *FLO400* or *FLO5-1* prevents pseudohyphal growth and expression of *FLO11* at slow growth rates

Based on the regulation patterns observed for *FLO400* and *FLO5-1* during cultivation at fast and slow growth rates, the FAIRE-Seq data and the fact that both of them are controlled by the Flo8 transcription factor, they were considered as possible candidates that participate in the pseudohyphal phenotype. Thus, we generated deletion strains of these two genes individually, both in the wild-type as well as in the *flo11Δ* strains background. Again, we performed chemostat runs as described before with these four strains (*flo5-1*Δ, *flo5-1Δ flo11Δ, flo400Δ*, *flo400Δ flo11Δ*), each in biological duplicates. We observed that in both the *flo5-1Δ* and *flo400Δ* strains pseudohyphae formation was absent, in the wild-type as well as in the *flo11Δ* background (Fig. 7A). Strikingly, qRT-PCR for checking *FLO11* expression in the *flo400Δ* and *flo5-1Δ* strains revealed that *FLO11* transcript levels were strongly reduced in both the deletion strains, which indicates that the presence of both Flo5-1 and Flo400 is necessary for the expression of *FLO11* (Fig. 7B).

**Figure 7.**
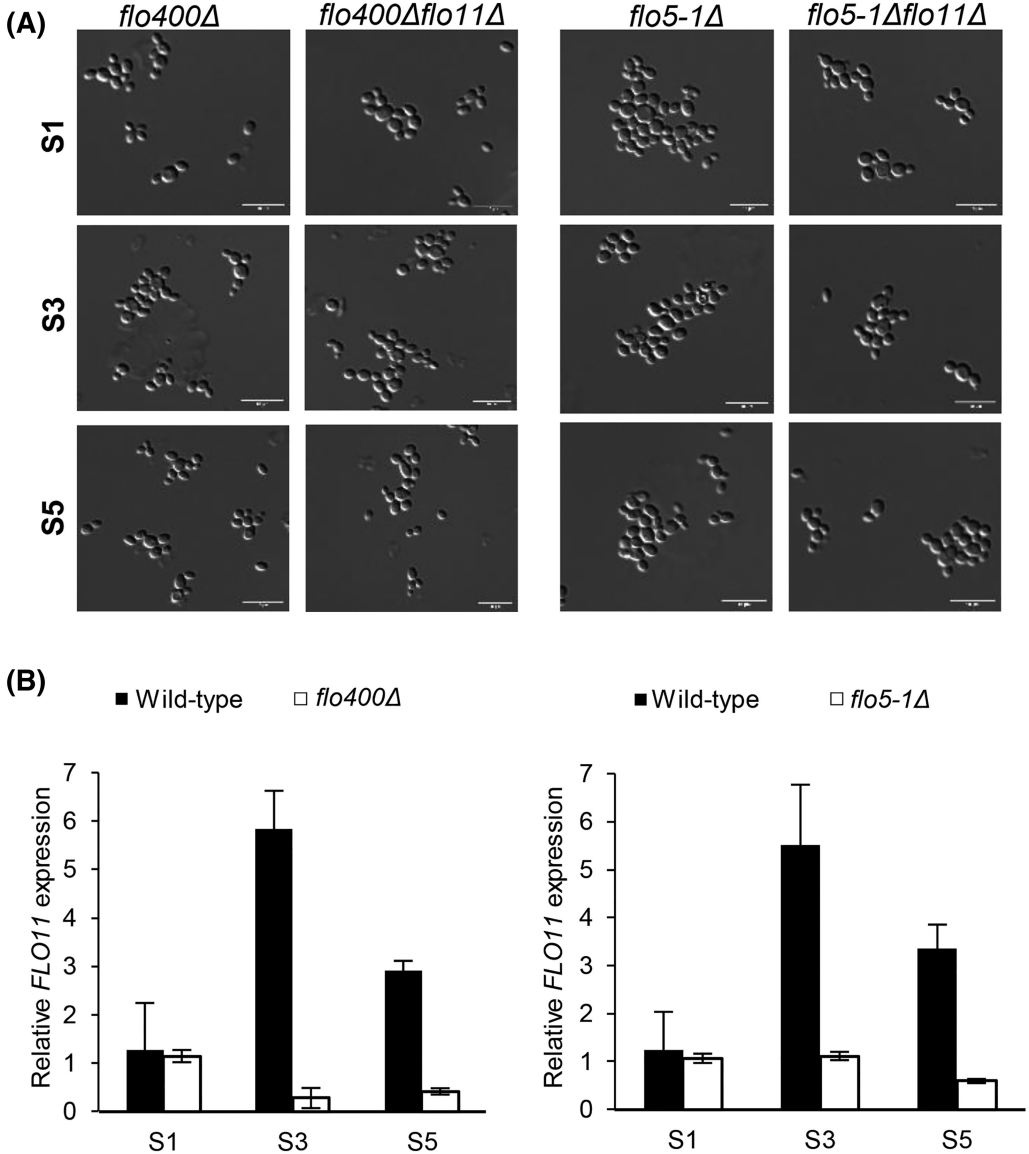
*FLO5-1* and *FLO400* are major players involved in the regulation of pseudohyphal growth. **(A)**Microscope pictures of *flo5-1Δ* and *flo400Δ* strains in both wild-type and *flo11Δ* backgrounds at sampling time points S1, S3 and S5. **(B)** qRT-PCR data for *FLO11* expression in the *flo400Δ* (right) and *flo5-1Δ* (left) strains relative to the reference sample at S1.

## DISCUSSION

### Pseudohyphal growth in *K. phaffii* is triggered under different environmental conditions compared with *S. cerevisiae*

Our data indicate that pseudohyphal growth behavior in *K. phaffii* differs substantially from that in *S. cerevisiae* including the specific trigger for transition into this phenotype as well as its regulation. *Saccharomyces cerevisiae* exhibits pseudohyphal growth in both its diploid and haploid form in response to nutrient limitation or presence of fusel alcohols. In contrast, *K. phaffii*, which preferentially exists as a haploid, shows no switch to the pseudohyphal phenotype when grown on glucose- or nitrogen-limited agar plates or when cultivated in the presence of fusel alcohols (Figure S1, Supporting Information). N-depleted *K. phaffii* were reported to rather undergo mating (Heistinger *et al*. 2018). Until now, the only condition where *K. phaffii* has been shown to transition to pseudohyphal growth is at slow growth rates in glucose-limited chemostats, first reported in the study by Rebnegger *et al*. (2014) and subsequently confirmed in our experiments. The initiation of the phenotype in *K. phaffii* seems to be tightly regulated as the appearance of the first elongated cells did not occur immediately upon switching to the slow growth rate conditions. Instead it required at least 2 residence times—corresponding to ∼3 generations—until the first elongated cells appeared, although after its initiation the phenotype became stronger with increasing residence times at the slow growth rate (Fig. 3A). It could be speculated that unlike in *S. cerevisiae, K. phaffii* requires prolonged exposure to glucose-limited conditions and/or more severe limitation to initiate a switch in phenotype. This is consistent with the fact that as a Crabtree-negative yeast, *K. phaffii* has a high-affinity glucose uptake system with a glucose saturation constant (K_s_) in the range of 9.7 µM at high growth rates (Prielhofer *et al*. 2013), which is much lower than those of the high affinity hexose transporters of *S. cerevisiae* where the K_s_ is around 1 mM (Boles and Hollenberg 1997; Reifenberger *et al*. 1997).

Apart from pseudohyphal growth, slow growth rate conditions in the glucose-limited chemostat also lead to surface adherence of cells indicating that such prolonged exposure to glucose limitation might also trigger other cell differentiations, thus leading to the formation of different subpopulations of cells, namely, ovoid, pseudohyphal and surface adhering cells. This is not surprising since it is known from *S. cerevisiae* and other yeasts that environmental stress can trigger multiple cellular differentiations to maximize chances of survival. It has already been contemplated that the pseudohyphal phenotype provides an advantage in nutrient-limiting conditions because the elongated shape enables yeasts to access distant nutrients more efficiently (Honigberg 2016). Additionally, the higher surface-to-volume ratio of pseudohyphal cells provides more space for absorption of nutrients (Adams *et al*. 1985). Adherence to a foreign surface provides the cells with the capability to invade the surface to forage for nutrients (Verstrepen and Klis 2006).

The control *flo8Δ* strain could not initiate pseudohyphal growth and also showed highly reduced surface growth in the bioreactor, which confirmed that, like in *S. cerevisiae*, in *K. phaffii* Flo8 is also an important player in the regulation of adhesion-related phenotypes. The non-adhering phenotype of *flo8Δ* might also provide a beneficial performance in industrial bioprocesses.

### *FLO11* is not the only major gene responsible for conferring pseudohyphal phenotype in *K. phaffii*

qRT-PCR analysis showed that the initiation of expression of *FLO11* in *K. phaffii* is in accordance with the appearance and persistence of the elongated/pseudohyphal cells. This implication was enforced by the observation that in the non-transitioning *flo8Δ* strain *FLO11* expression cannot be detected (Fig. 3B and Table 2). 

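In the 3 *flo8Δ* libraries of S1, *FLO11* had 27 reads in all, 26 of them fr reads, and in those of S3 it had 25 reads, 23 of them fr reads. The wild-type libraries held 564 reads at S1 and 4666 at S3, of which 16 and 42 were fr reads. The *flo8Δ* reads of the other orientation, 1 at S1 and 2 at S3, are too few to tell the gene from a silent one at this depth. *FLO11* was below the minimum for a test between S1 and S3 within *flo8Δ*.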

Contrary to *S. cerevisiae flo11Δ* strains, the *K. phaffii flo11Δ* strain could still switch to pseudohyphal growth, even though the number of cells switching to this phenotype was lower than in the wild-type strain (Fig. 4). So, it can be said that while in *K. phaffii FLO11* does play a role in pseudohyphae formation, it is not the only player and clearly there is the involvement of other gene(s).

### *FLO400* and *FLO5-1* are crucial players required for initiation of pseudohyphal differentiation in *K. phaffii*

To identify which other gene(s) might be involved, we investigated the expression patterns of other *FLO* genes under the same conditions. This revealed the genes *FLO400* and *FLO5-1* (Fig. 5; Table 2), which are expressed initially at the fast growth rate, but undergo stable repression upon switching to the slow growth rate. Both genes were downregulated in the *flo8Δ* strain. 

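The 6 *flo8Δ* libraries lay below all wild-type libraries of S1 and S3 for both genes. *FLO400* ranged from 265 to 403 tpm at S1 and from 102 to 131 tpm at S3 in *flo8Δ*, while the lowest of those wild-type libraries had 1349 tpm. *FLO5-1* ranged from 44.1 to 50.7 tpm in *flo8Δ*, while the lowest of those wild-type libraries had 628 tpm. Within *flo8Δ*, *FLO400* still fell by 1.68 on the log2 scale from S1 to S3 (standard error 0.123, adjusted p = 4.95e-06 from limma), and *FLO5-1* was at −0.10 (standard error 0.0641, adjusted p = 0.235).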

Reporter strains expressing Flo400-eGFP and Flo5-1-eGFP confirmed this expression pattern, and showed that Flo400 was expressed in all the cells of the population, while Flo5-1 was expressed in only a subpopulation of cells (Figure S3, Supporting Information). It remains to be discovered whether the cells expressing Flo5-1 in S1 are those that transition to pseudohyphal growth in S3.

Since we found indications of stable repression of *FLO5-1* and *FLO400* triggered by prolonged glucose limitation, we performed FAIRE-Seq analysis to investigate the involvement of chromatin organization. Upstream open chromatin regions are usually associated with the proficiency of transcriptional activation of these genes. Open chromatin regions were identified upstream of *FLO5-1* and *FLO400* at the initial fast growth rate (S1) in accordance to their high expression levels in this condition. After switching to the slow growth rate, no upstream peaks were seen anymore at S3 and S5, indicating that these chromatin regions underwent stable conformational changes, which could be a factor regulating the expression pattern observed for these two genes (Fig. 6A and B). It was shown that these chromatin modulations occurred independently whether Flo8 was present or not. Thus, the question arises if these stable changes are a result of histone modifications in these regions leading to epigenetic silencing of these genes as reported for *FLO* genes in *S. cerevisiae*. This can be verified by analyzing these regions further, for example, using enChIP-MS (Fujita and Fujii 2013) that might help to identify proteins interacting with these regions.

Absence of *FLO400* or *FLO5-1* was sufficient for eliminating pseudohyphae formation. Unlike the *flo8Δ* strain though, these knock-out strains still displayed surface adherence similar to the wild type. So, while not being involved in other morphogenic behaviors such as surface adherence, both *FLO400* and *FLO5-1* seem to play a major role in the transition to pseudohyphal growth. Further work should aim at verifying if epigenetics and epigenetic factors are indeed involved in the observed chromatin modulations.

### *Flo400* and *Flo5-1*: actors upstream of *FLO11*?

Absence of *FLO400* or *FLO5-1* prevented transition to pseudohyphal growth and was found to correlate to lack of *FLO11* induction at slow growth rate. Therefore, it is logical to assume that *FLO400* and *FLO5-1* act in concert with *FLO11* to initiate pseudohyphal growth in a subpopulation of *K. phaffii*. In fact, our observations indicate that *FLO400* and *FLO5-1* possibly act upstream in the signal cascade leading to the expression of *FLO11* (Fig. 7B) since the effect of deleting these two genes is much more pronounced than deleting *FLO11*. Although our experiments reveal new information about adhesion-related cellular differentiation in *K. phaffii*, involvement of chromatin modulation and novel players in the regulation mechanism of pseudohyphal differentiation, the mechanism by which Flo400, Flo5-1 and Flo11 interact still remains unclear and the roles of these proteins in pseudohyphal differentiation can only be speculated. While the expression pattern of *FLO400* and *FLO5-1* might seem contradictory to the observations in the knock-out strains in the first place, we assume that the presence of Flo400 and/or Flo5-1 is needed to allow for activation—but not maintenance—of *FLO11* expression. While such a regulation mechanism for *S. cerevisiae FLO11* is not known, it has been reported that two *S. cerevisiae* signaling mucins, Hkr2 and Msb2 that are homologous to Flo11 are shed from cells and act as osmosensors in the yeast HOG pathway (Tatebayashi *et al*. 2007; Vadaie *et al*. 2008) and both of these mucins have been reported to differentially activate the filamentous growth pathway (Pitoniak *et al*. 2009). However, while both Flo5-1 and Flo400 have threonine/proline rich internal repeat regions that are typical of mucins, unlike mucins neither of the two proteins has a transmembrane domain. Interestingly, during secretome analysis the Flo5-1 protein was found in the supernatants of *K. phaffii* cells in the later samples of glucose- or methanol-limited fed batch cultivations, where cells tend to adhere to the reactor surface as well (Burgard *et al*. 2020), indicating that a mechanism of cellular release might also act in *K. phaffii*.

Considering the essential role that both these genes play in pseudohyphae formation and *FLO11* expression, it could be speculated that Flo400 and Flo5-1 act as sensing proteins acting downstream of *FLO8* and upstream of *FLO11* in the signaling cascade leading to the formation of pseudohyphal cells (Fig. 8). It is interesting to note here that there is a rather large group of non-annotated genes that seem to be regulated by Flo8 (i.e. 90 out of 209 differentially regulated genes in *flo8Δ* compared to the wild-type strain at S3; Table S3, Supporting Information). 

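At S3, 224 genes passed both thresholds between the strains, and this count lay between 222 and 238 when any 1 of the 6 libraries was left out (limma). The genes are listed by locus with no name, so only the loci furthest apart are given, among those whose libraries did not overlap between the strains. PP7435_Chr4-0512 on chromosome 4 had 8889 ± 239 normalized counts (SD, n = 3) in the wild-type and 28.5 ± 2.21 (SD, n = 3) in *flo8Δ*, a log2 fold change of 8.24 (standard error 0.0724, adjusted p = 1.09e-15 from limma). PP7435_Chr1-1165 on chromosome 1 had 77260 ± 11720 normalized counts (SD, n = 3) in the wild-type and 269 ± 11.3 (SD, n = 3) in *flo8Δ*, a log2 fold change of 8.15 (standard error 0.0918, adjusted p = 7.88e-15 from limma). In the other direction, PP7435_Chr4-1014 had a log2 fold change of −1.60 (standard error 0.348, adjusted p = 0.00234 from limma), with 31.7% fr reads, and the mitochondrial locus PP7435_Mit-0115 of −1.41 (standard error 0.118, adjusted p = 1.28e-06 from limma). At S1 the same loci had log2 fold changes of 6.06, 6.64, −1.497 and −1.53 in this order (adjusted p = 0.000507, 0.000167, 0.00825 and 9.47e-05 from limma). Of the 202 genes higher in the wild-type, 21 had more than 50% fr reads, as had 366 of the 5312 genes tested. With edgeR on the fr reads alone 468 genes passed, 85 of them among the 224.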

As it is possible that this list includes components of the signal transduction pathway that leads to cellular differentiation in response to glucose limitation, characterization of these genes might help to provide further insight into the regulation of *FLO* genes and the pseudohyphal phenotype in the future.

**Figure 8.**
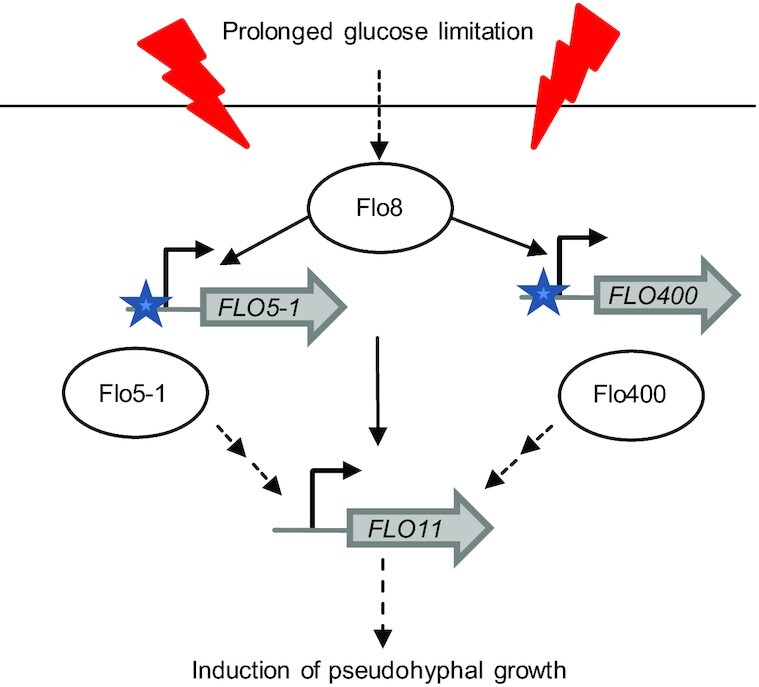
Scheme representing the proposed interplay of Flo8, Flo400, Flo5-1 and Flo11 in the cascade leading to pseudohyphal growth in *K. phaffii*.

## Supplementary Material

foaa044_Supplemental_File Click here for additional data file.

## Data Availability

The raw RNA-Seq data, as well as the according gene expression results, were uploaded to NCBI GEO (Accession ID: GSE131106; Reviewer Token: wjwbgkmgbzqtxeh). For the FAIRE-Seq data, the raw data as well as the called peaks were uploaded to NCBI GEO in bed-format (Accession ID: GSE131290; Reviewer Token: apgrgyairzapdyl).

## References

[bib1] Adams J , PaquinC, OellerPWet al. Physiological characterization of adaptive clones in evolving populations of the yeast, *Saccharomyces cerevisiae*. Genetics. 1985;110:173–85.389150810.1093/genetics/110.2.173PMC1202558

[bib2] Afgan E , BakerD, BatutBet al. The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. Nucleic Acids Res. 2018;46:W537–44.2979098910.1093/nar/gky379PMC6030816

[bib3] Andrews S , FastQC. A quality control tool for high throughput sequence data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/2010, (28 January, 2018, date last accessed).

[bib4] Ashburner M , BallCA, BlakeJAet al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet. 2000;25:25–9.1080265110.1038/75556PMC3037419

[bib5] Ata Ö , RebneggerC, TattoNEet al. A single Gal4-like transcription factor activates the Crabtree effect in *Komagataella phaffii*. Nat Commun. 2018;9:4911.3046421210.1038/s41467-018-07430-4PMC6249229

[bib6] Barrales RR , KorberP, JimenezJet al. Chromatin modulation at the *FLO11* promoter of *Saccharomyces cerevisiae* by HDAC and Swi/Snf complexes. Genetics. 2012;191:791–803.2254296910.1534/genetics.112.140301PMC3389975

[bib7] Biswas S , Van DijckP, DattaA. Environmental sensing and signal transduction pathways regulating morphopathogenic determinants of *Candida albicans*. Microbiol Mol Biol Rev. 2007;71:348–76.1755404810.1128/MMBR.00009-06PMC1899878

[bib8] Boles E , HollenbergCP. The molecular genetics of hexose transport in yeasts. FEMS Microbiol Rev. 1997;21:85–111.929970310.1111/j.1574-6976.1997.tb00346.x

[bib9] Boyle EI , WengS, GollubJet al. GO::TermFinder–open source software for accessing Gene Ontology information and finding significantly enriched Gene Ontology terms associated with a list of genes. Bioinformatics. 2004;20:3710–5.1529729910.1093/bioinformatics/bth456PMC3037731

[bib10] Bray NL , PimentelH, MelstedPet al. Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol. 2016;34:525–7.2704300210.1038/nbt.3519

[bib11] Broad Institute . Picard Tools-By Broad Institute GitHub. http://broadinstitute.github.io/picard/ (22 January 2018, date last accessed), 2018.

[bib12] Bui TT , HartingR, Braus-StromeyerSAet al. *Verticillium dahliae* transcription factors Som1 and Vta3 control microsclerotia formation and sequential steps of plant root penetration and colonisation to induce disease. New Phytol. 2019;221:2138–59.3029001010.1111/nph.15514

[bib13] Bumgarner SL , DowellRD, GrisafiPet al. Toggle involving cis-interfering noncoding RNAs controls variegated gene expression in yeast. Proc Natl Acad Sci USA. 2009;106:18321–6.1980512910.1073/pnas.0909641106PMC2775344

[bib14] Burgard J , Grünwald-GruberC, AltmannFet al. The secretome of *Pichia pastoris* in fed-batch cultivations is largely independent of the carbon source but changes quantitatively over cultivation time. Microb Biotechnol. 2020;13:479–94.3169226010.1111/1751-7915.13499PMC7017826

[bib15] Caro LH , TettelinH, VossenJHet al. *In silico* identification of glycosyl-phosphatidylinositol-anchored plasma-membrane and cell wall proteins of *Saccharomyces cerevisiae*. Yeast. 1997;13:1477–89.943435210.1002/(SICI)1097-0061(199712)13:15<1477::AID-YEA184>3.0.CO;2-L

[bib16] Cullen PJ , SpragueGF. Glucose depletion causes haploid invasive growth in yeast. Proc Natl Acad Sci USA. 2000;97:13619–24.1109571110.1073/pnas.240345197PMC17625

[bib17] Cullen PJ , SpragueGF. The regulation of filamentous growth in yeast. Genetics. 2012;190:23–49.2221950710.1534/genetics.111.127456PMC3249369

[bib18] Dickinson JR . ‘Fusel’ alcohols induce hyphal-like extensions and pseudohyphal formation in yeasts. Microbiology. 1996;142:1391–7.870497910.1099/13500872-142-6-1391

[bib19] Fairhead C , LlorenteB, DenisFet al. New vectors for combinatorial deletions in yeast chromosomes and for gap-repair cloning using ‘split-marker’ recombination. Yeast. 1996;12:1439–57.894809910.1002/(SICI)1097-0061(199611)12:14%3C1439::AID-YEA37%3E3.0.CO;2-O

[bib20] Fujita T , FujiiH. Efficient isolation of specific genomic regions and identification of associated proteins by engineered DNA-binding molecule-mediated chromatin immunoprecipitation (enChIP) using CRISPR. Biochem Biophys Res Commun. 2013;439:132–6.2394211610.1016/j.bbrc.2013.08.013

[bib21] Gagiano M , BesterM, van DykDet al. Mss11p is a transcription factor regulating pseudohyphal differentiation, invasive growth and starch metabolism in *Saccharomyces cerevisiae* in response to nutrient availability. Mol Microbiol. 2003;47:119–34.1249285810.1046/j.1365-2958.2003.03247.x

[bib22] Gasser B , MattanovichD, BucheticsM. Recombinant host cell for expression proteins of interest: WO2015158808A2. https://patents.google.com/patent/WO2015158808A2/en(22 October 2015, date last accessed).

[bib23] Gasser B , PrielhoferR, MarxHet al. *Pichia pastoris*: protein production host and model organism for biomedical research. Future Microbiol. 2013;8:191–208.2337412510.2217/fmb.12.133

[bib24] Gassler T , HeistingerL, MattanovichDet al. CRISPR/Cas9-mediated homology-directed genome editing in *Pichia pastoris*. Methods Mol Biol. 2019;1923:211–25.3073774210.1007/978-1-4939-9024-5_9

[bib25] Gentleman RC , CareyVJ, BatesDMet al. Bioconductor: open software development for computational biology and bioinformatics. Genome Biol. 2004;5:R80.1546179810.1186/gb-2004-5-10-r80PMC545600

[bib26] Gimeno CJ , LjungdahlPO, StylesCAet al. Unipolar cell divisions in the yeast *S. cerevisiae* lead to filamentous growth: regulation by starvation and RAS. Cell. 1992;68:1077–90.154750410.1016/0092-8674(92)90079-r

[bib27] Giresi PG , LiebJD. Isolation of active regulatory elements from eukaryotic chromatin using FAIRE (Formaldehyde Assisted Isolation of Regulatory Elements). Methods. 2009;48:233–9.1930304710.1016/j.ymeth.2009.03.003PMC2710428

[bib28] Govender P , DomingoJL, BesterMCet al. Controlled expression of the dominant flocculation genes *FLO1*, *FLO5*, and *FLO11* in *Saccharomyces cerevisiae*. Appl Environ Microbiol. 2008;74:6041–52.1870851410.1128/AEM.00394-08PMC2565957

[bib29] Guo B , StylesCA, FengQet al. A *Saccharomyces* gene family involved in invasive growth, cell-cell adhesion, and mating. Proc Natl Acad Sci USA. 2000;97:12158–63.1102731810.1073/pnas.220420397PMC17311

[bib30] Halme A , BumgarnerS, StylesCet al. Genetic and epigenetic regulation of the *FLO* gene family generates cell-surface variation in yeast. Cell. 2004;116:405–15.1501637510.1016/s0092-8674(04)00118-7

[bib31] Heistinger L , GasserB, MattanovichD. Creation of stable heterothallic strains of *Komagataella phaffii* enables dissection of mating gene regulation. Mol Cell Biol. 2018;38:e00398–17.2906173310.1128/MCB.00398-17PMC5748462

[bib32] Honigberg SM . Similar environments but diverse fates: responses of budding yeast to nutrient deprivation. Microb Cell. 2016;3:302–28.2791738810.15698/mic2016.08.516PMC5134742

[bib33] Huber W , CareyVJ, GentlemanRet al. Orchestrating high-throughput genomic analysis with bioconductor. Nat Methods. 2015;12:115–21.2563350310.1038/nmeth.3252PMC4509590

[bib34] Jaiswal D , TurnianskyR, GreenEM. Choose your own adventure: the role of histone modifications in yeast cell fate. J Mol Biol. 2017;429:1946–57.2776971810.1016/j.jmb.2016.10.018PMC5395361

[bib35] Kersey PJ , AllenJE, AllotAet al. Ensembl Genomes 2018: an integrated omics infrastructure for non-vertebrate species. Nucleic Acids Res. 2018;46:D802–8.2909205010.1093/nar/gkx1011PMC5753204

[bib36] Krueger F . Trim Galore! Babraham Bioinformatics. http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/ (15 February 2017, date last accessed), 2012.

[bib37] Lambrechts MG , BauerFF, MarmurJet al. Muc1, a mucin-like protein that is regulated by Mss10, is critical for pseudohyphal differentiation in yeast. Proc Natl Acad Sci USA. 1996;93:8419–24.871088610.1073/pnas.93.16.8419PMC38686

[bib38] Langmead B , SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9:357–9.2238828610.1038/nmeth.1923PMC3322381

[bib39] Li H , HandsakerB, WysokerAet al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25:2078–9.1950594310.1093/bioinformatics/btp352PMC2723002

[bib40] Lin CJ , SasseC, GerkeJet al. Transcription factor SomA is required for adhesion, development and virulence of the human pathogen *Aspergillus fumigatus*. PLoS Pathog. 2015;11:e1005205.2652932210.1371/journal.ppat.1005205PMC4631450

[bib41] Linder T , GustafssonCM. Molecular phylogenetics of ascomycotal adhesins–a novel family of putative cell-surface adhesive proteins in fission yeasts. Fungal Genet Biol. 2008;45:485–97.1787062010.1016/j.fgb.2007.08.002

[bib42] Liu H , StylesCA, FinkGR. *Saccharomyces cerevisiae* S288C has a mutation in FLO8, a gene required for filamentous growth. Genetics. 1996;144:967–78.891374210.1093/genetics/144.3.967PMC1207636

[bib45] Lorenz MC , CutlerNS, HeitmanJ. Characterization of alcohol-induced filamentous growth in *Saccharomyces cerevisiae*. Mol Biol Cell. 2000;11:183–99.1063730110.1091/mbc.11.1.183PMC14767

[bib46] Love MI , HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[bib43] Lo WS , DranginisAM. FLO11, a yeast gene related to the *STA* genes, encodes a novel cell surface flocculin. J Bacteriol. 1996;178:7144–51.895539510.1128/jb.178.24.7144-7151.1996PMC178626

[bib44] Lo WS , DranginisAM. The cell surface flocculin Flo11 is required for pseudohyphae formation and invasion by *Saccharomyces cerevisiae*. Mol Biol Cell. 1998;9:161–71.943699810.1091/mbc.9.1.161PMC25236

[bib47] Madhani HD , FinkGR. Combinatorial control required for the specificity of yeast MAPK signaling. Science. 1997;275:1314–7.903685810.1126/science.275.5304.1314

[bib48] Marchler-Bauer A , LuS, AndersonJBet al. CDD: a conserved domain database for the functional annotation of proteins. Nucleic Acids Res. 2011;39:D225–9.2110953210.1093/nar/gkq1189PMC3013737

[bib49] Martin M . Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal. 2010;17:200.

[bib50] Marx H , MattanovichD, SauerM. Overexpression of the riboflavin biosynthetic pathway in *Pichia pastoris*. Microb Cell Fact. 2008;7:23.1866424610.1186/1475-2859-7-23PMC2517057

[bib51] Moreno-García J , García-MartínezT, MauricioJCet al. Yeast immobilization systems for alcoholic wine fermentations: actual trends and future perspectives. Front Microbiol. 2018;9:241.2949741510.3389/fmicb.2018.00241PMC5819314

[bib52] Nagy PL , ClearyML, BrownPOet al. Genomewide demarcation of RNA polymerase II transcription units revealed by physical fractionation of chromatin. Proc Natl Acad Sci USA. 2003;100:6364–9.1275047110.1073/pnas.1131966100PMC164452

[bib53] Nicol JW , HeltGA, BlanchardSGet al. The integrated genome browser: free software for distribution and exploration of genome-scale datasets. Bioinformatics. 2009;25:2730–1.1965411310.1093/bioinformatics/btp472PMC2759552

[bib54] Octavio LM , GedeonK, MaheshriN. Epigenetic and conventional regulation is distributed among activators of *FLO11* allowing tuning of population-level heterogeneity in its expression. PLos Genet. 2009;5:e1000673.1979844610.1371/journal.pgen.1000673PMC2745563

[bib55] Pitoniak A , BirkayaB, DionneHMet al. The signaling mucins Msb2 and Hkr1 differentially regulate the filamentation mitogen-activated protein kinase pathway and contribute to a multimodal response. Mol Biol Cell. 2009;20:3101–14.1943945010.1091/mbc.E08-07-0760PMC2704161

[bib56] Prielhofer R , BarreroJJ, SteuerSet al. GoldenPiCS: a Golden Gate-derived modular cloning system for applied synthetic biology in the yeast *Pichia pastoris*. BMC Syst Biol. 2017;11:123.2922146010.1186/s12918-017-0492-3PMC5723102

[bib57] Prielhofer R , MaurerM, KleinJet al. Induction without methanol: novel regulated promoters enable high-level expression in *Pichia pastoris*. Microb Cell Fact. 2013;12:5.2334756810.1186/1475-2859-12-5PMC3615954

[bib58] Rebnegger C , GrafAB, ValliMet al. In *Pichia pastoris*, growth rate regulates protein synthesis and secretion, mating and stress response. Biotechnol J. 2014;9:511–25.2432394810.1002/biot.201300334PMC4162992

[bib59] Rebnegger C , VosT, GrafABet al. *Pichia pastoris* exhibits high viability and a low maintenance energy requirement at near-zero specific growth rates. Appl Environ Microbiol. 2016;82:4570–83.2720811510.1128/AEM.00638-16PMC4984280

[bib60] Reifenberger E , BolesE, CiriacyM. Kinetic characterization of individual hexose transporters of Saccharomyces cerevisiae and their relation to the triggering mechanisms of glucose repression. Eur J Biochem. 1997;245:324–33.915196010.1111/j.1432-1033.1997.00324.x

[bib62] Rupp S , SummersE, LoHJet al. MAP kinase and cAMP filamentation signaling pathways converge on the unusually large promoter of the yeast *FLO11* gene. EMBO J. 1999;18:1257–69.1006459210.1093/emboj/18.5.1257PMC1171216

[bib63] Schneider CA , RasbandWS, EliceiriKW. NIH Image to ImageJ: 25 years of image analysis. Nat Methods. 2012;9:671–5.2293083410.1038/nmeth.2089PMC5554542

[bib64] Schneper L , DüvelK, BroachJR. Sense and sensibility: nutritional response and signal integration in yeast. Curr Opin Microbiol. 2004;7:624–30.1555603510.1016/j.mib.2004.10.002

[bib65] Simon JM , GiresiPG, DavisIJet al. Using formaldehyde-assisted isolation of regulatory elements (FAIRE) to isolate active regulatory DNA. Nat Protoc. 2012;7:256–67.2226200710.1038/nprot.2011.444PMC3784247

[bib66] Smukalla S , CaldaraM, PochetNet al. *FLO1* is a variable green beard gene that drives biofilm-like cooperation in budding yeast. Cell. 2008;135:726–37.1901328010.1016/j.cell.2008.09.037PMC2703716

[bib67] Soneson C , LoveMI, RobinsonMD. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res. 2015;4:1521.2692522710.12688/f1000research.7563.1PMC4712774

[bib68] Song Q , KumarA. An overview of autophagy and yeast pseudohyphal growth: integration of signaling pathways during nitrogen stress. Cells. 2012;1:263–83.2471047610.3390/cells1030263PMC3901118

[bib69] Stein LD , MungallC, ShuSet al. The generic genome browser: a building block for a model organism system database. Genome Res. 2002;12:1599–610.1236825310.1101/gr.403602PMC187535

[bib70] Sturmberger L , ChappellT, GeierMet al. Refined *Pichia pastoris* reference genome sequence. J Biotechnol. 2016;235:121–31.2708405610.1016/j.jbiotec.2016.04.023PMC5089815

[bib71] Tatebayashi K , TanakaK, YangHYet al. Transmembrane mucins Hkr1 and Msb2 are putative osmosensors in the *SHO1* branch of yeast HOG pathway. EMBO J. 2007;26:3521–33.1762727410.1038/sj.emboj.7601796PMC1949007

[bib72] Teunissen AW , SteensmaHY. Review: the dominant flocculation genes of *Saccharomyces cerevisiae* constitute a new subtelomeric gene family. Yeast. 1995;11:1001–13.750257610.1002/yea.320111102

[bib73] Vadaie N , DionneH, AkajagborDSet al. Cleavage of the signaling mucin Msb2 by the aspartyl protease Yps1 is required for MAPK activation in yeast. J Cell Biol. 2008;181:1073–81.1859142710.1083/jcb.200704079PMC2442203

[bib74] Valli M , TattoNE, PeymannAet al. Curation of the genome annotation of *Pichia pastoris* (Komagataella phaffii) CBS7435 from gene level to protein function. FEMS Yeast Res. 2016;16:fow051.2738847110.1093/femsyr/fow051

[bib75] Verstrepen KJ , KlisFM. Flocculation, adhesion and biofilm formation in yeasts. Mol Microbiol. 2006;60:5–15.1655621610.1111/j.1365-2958.2006.05072.x

[bib76] Westman JO , NymanJ, ManaraRMAet al. A novel chimaeric flocculation protein enhances flocculation in *Saccharomyces cerevisiae*. Metab Eng Commun. 2018;6:49–55.2989644710.1016/j.meteno.2018.04.001PMC5994806

[bib77] Wickham H , HesterJ, FrancoisR. readr: Read Rectangular Text Data. 2015. https://www.springer.com/gp/book/9780387981413 (21 February 2018, date last accessed).

[bib78] Wright RM , RepineT, RepineJE. Reversible pseudohyphal growth in haploid *Saccharomyces cerevisiae* is an aerobic process. Curr Genet. 1993;23:388–91.831929310.1007/BF00312623

[bib79] Zaman S , LippmanSI, ZhaoXet al. How *Saccharomyces* responds to nutrients. Annu Rev Genet. 2008;42:27–81.1830398610.1146/annurev.genet.41.110306.130206

[bib80] Zhang Y , LiuT, MeyerCAet al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9:R137.1879898210.1186/gb-2008-9-9-r137PMC2592715

How the deposited data were processed for this re-analysis (not part of the article)

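The processed values of 15 RNA-Seq libraries were used: the wild-type at S1, S3 and S5 and *flo8Δ* at S1 and S3, with 3 biological replicates each. The conditions and replicate numbers were taken from the sample records of the deposited data. The reads were single reads of poly-A RNA. The authors trimmed them with TrimGalore 0.4.2 after quality control with FastQC 0.11.5, quantified them with kallisto 0.43.1 against the CBS7435 annotation, and used tximport 1.2.0 and DESeq2 1.14.1 in R 3.3.2, with samtools 1.5 and picard 2.17.3 for other steps. The annotation lists 5341 genes, and 99.9% of their lengths are multiples of 3, so they are coding lengths.

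There are 2 kinds of deposited values. The signal values are counts that the authors scaled with DESeq2 size factors for 1 pair of samples, in 6 tables of 6 libraries each. The estimated counts were made by the authors with kallisto, 1 table for each library, with the fr-stranded option according to the labels of the deposited files. In the same tables the authors give TPM, computed by kallisto from the estimated counts and the effective lengths. For replicate 1 of the wild-type at S1 the deposited TPM column is a fraction that sums to 1, and this library alone has other effective lengths, so it was scaled like the others before use.

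The estimated counts of a library sum to 225055 to 593391. The reads behind the normalized counts were inferred from the step between the low values of each library, 34 to 80 of them. In 4 tables 100% of the values lay within 0.05 of a whole multiple of the step, and in the other 2, where length factors enter, 85.6 to 96.9%. The same library in different tables differed by at most 0.0004 on the log2 scale after rescaling. The inferred reads numbered 4163226 to 10843287 for each library. Estimated and normalized counts correlated with r of 0.276 to 0.344 across genes on the log2 scale, where genes are not independent replicates. A check of whether the estimated counts are part of the inferred reads was made by asking how often the estimated count of a gene was above them. A bound set for this check on permuted genes was missed, since 72.94 to 87.46% of permuted genes also passed, and a second check was then chosen after the first was seen. In it, 72 to 108 genes of each library had an estimated count slightly below the inferred reads and 0 to 2 genes slightly above them. The reads of both orientations were therefore taken to be in the normalized counts, and the fr reads to be in the estimated counts alone. The sources used here do not give the strandedness of the kit. Taken as part of the reads, the fr reads were a median of 2.8% of the reads of a gene and 0.32% for *ACT1*. Such low shares argue against a kit that kept no strand, and against fr as the transcript's orientation in most genes. For single genes, such as the 373 with more than 50% fr reads, it stays open. The shares of fr reads had quartiles of 1.09 and 13.46%.

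The design written before the data were examined called for edgeR on the estimated counts. Because these hold 5.06 to 6.11% of the reads, limma on the authors' normalized counts took its place, and edgeR and DESeq2 on the rounded estimated counts were kept as alternatives. Each of 6 comparisons was fitted within its own table with limma 3.58.1 on log2(normalized count + 1) with a trend of the variance, over genes with at least 10 normalized counts in at least 3 libraries. The difference between the changes of both strains from S1 to S3 was fitted on the tables of S1 and S3. P-values were adjusted after Benjamini and Hochberg, and the study's thresholds of 0.05 for the adjusted p and 1 for the size of the log2 fold change were used. The tpm values were computed from the normalized counts and the effective lengths. The analysis ran in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

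The methods were tested on simulated data with 100 genes changed by each of 2 fold changes. The changed genes were drawn from those with at least 10 counts in at least 3 libraries, and all genes had the same fixed dispersion. The spread between real replicates differed from gene to gene. The shares below therefore hold for the simulated spread and do not give the recovery or the false calls in the real data. For the comparison of S3 and S1 in the wild-type, limma recovered 100 of 100 genes changed by a log2 fold change of 1.5 and 100 of 100 changed by 2, over 5311 genes tested, with 0 of 5111 unchanged genes called (the same comparison at the depth of the estimated counts: edgeR 89 of 98 and 93 of 93 over 4135 genes with 2 false calls, DESeq2 79 of 100 and 93 of 100 over 5341 genes with 0). For the difference between the strains' changes, limma recovered 95 and 100 of 100 over 5313 genes. Whether replicate numbers pair the libraries of different samples was checked by correlating, over genes, the deviations from the group means. S5 and S1 of the wild-type passed, with r of 0.146, 0.178 and 0.189 for the 3 numbers, each highest with its own number and above the minimum of 0.1, and no other comparison did. The comparison of S5 and S1 is therefore also given with the replicate number as a block.

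The genes named are those the study names, fixed from its text, with *FLO5-1* and *FLO5-2* on the chromosomes of Fig. 2, the target *FLO8*, the reference gene *ACT1*, and the loci furthest apart between the strains at S3, at most 2 for each direction and at least 10 cpm in a group. These loci were picked among the other genes that passed both thresholds and whose libraries did not overlap between the strains. None of the 5341 locus identifiers matched the reference annotation at hand (0 matched), so other gene names are not used here. Of 20 gene lists fixed beforehand, the *FLO* family (13 genes) and the chromosome end genes (the 10 lowest and 10 highest locus numbers of each chromosome, 80 genes) were tested with camera at an inter-gene correlation of 0.01. They were also tested with fry, which tests a list by itself and not against the other genes. The list of filamentous growth regulation had 1 member in the files and the other 17 lists had none, so these were not tested. GO terms, the quantitative RT-PCR, FAIRE and imaging experiments are not analysed here. Alternatives were another test, scaling, pseudocount (0.5 and 5), filter, model over all 15 libraries, threshold, replicate block, the removal of each library and the removal of the fr reads.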

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

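The tests of PP7435_Chr3-1237 in *flo8Δ* and the test of *FLO400* without the fr reads were chosen after the results were seen, and limma on the normalized counts and the other fits without the fr reads after the data were seen.

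The change from S1 to S3 differed between the wild-type and *flo8Δ* in 29 of 5315 genes, 18 with a more positive and 11 with a more negative change in the wild-type (limma, interaction of strain and growth rate). Among them were *FLO11*, with a log2 difference of 4.01 (standard error 0.739, adjusted p = 0.0102), *FLO5-1*, with −1.56 (standard error 0.1102, adjusted p = 6.12e-06), and PP7435_Chr3-1237, with −2.65 (standard error 0.342, adjusted p = 0.00117). Without the fr reads these were 3.11, −1.51 and −2.10 (adjusted p = 0.0289, 1.19e-05 and 0.0475), and on the fr reads alone none of the 3 genes passed both thresholds (edgeR). Of 100 splits of S1 and S3 within each strain, 5 gave at least 29 genes, the real one included and 133 the highest of the others. The 4 splits with more genes (133, 126, 91 and 91) kept the wild-type libraries of S1 and S3 apart and mixed those of *flo8Δ*, which points to a structure of the samples: they carry the wild-type's own change and are no comparison free of a difference. The next highest split gave 14 genes, and whether chance can be excluded for this count stays open. Without replicate 2 of the wild-type at S3 the count was 19, and without replicate 2 of the wild-type at S1 it was 100.

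The paper reports *flo8Δ* against the wild-type, and *flo8Δ* also changed on its own: 29 of 5307 genes passed both thresholds between S3 and S1, 17 higher and 12 lower at S3 (limma). Of the genes tested in both strains, 10 were higher at S3 in both (0.183 for independent lists), 2 were lower in both (0.0385) and 2 were lower in the wild-type and higher in *flo8Δ* (0.0545). The 10 splits of these 6 libraries are too few for a share under 0.05, with 29 genes in the real split and 0 as the highest of the others.

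*FLO400* fell by 1.68 on the log2 scale from S1 to S3 in *flo8Δ* (limma). The median of all genes moved by at most 0.0697 under 4 scalings, which argues against scaling. The fold change was −1.84 without the shallow replicate 2 of S1 and −1.70 without the fr reads, which argues against both. A response of *FLO400* to growth rate that needs no Flo8 may remain as a hypothesis, found and tested on the same libraries. Reads shared with other *FLO* genes were not tested.

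PP7435_Chr3-1237 rose in *flo8Δ* by 1.20 on the log2 scale (standard error 0.217, adjusted p = 0.00158 from limma), and 94.9% of its reads in *flo8Δ* at S3 were fr reads. Without them the difference was 0.147 (standard error 0.459), with 2.57, 1.75 and 6.32 normalized counts at S3 and 3.72, 2.08 and 2.64 at S1, under the minimum of 10 for a test. Without the shallow replicate 2 of S1 it was 1.248, which argues against that library as the cause. The rise may therefore lie in the fr reads, for example in a transcript of the other strand. The low share of fr reads in most genes argues against a kit that kept no strand. Which strand of this locus is transcribed was not tested.

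Outside the genes the paper discusses, PP7435_Chr4-0512 and PP7435_Chr1-1165 differed by log2 fold changes of 8.24 and 8.15 between the strains at S3 (limma, wild-type over *flo8Δ*). These were the largest among genes whose libraries did not overlap between the strains, so that separation was fixed by the choice.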

How the results depend on the processing

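The design as planned was edgeR on the estimated counts, and limma on the normalized counts was chosen in its place after the data were seen, as were the other pseudocounts, TMM on the normalized counts, the removal of the fr reads, the deposited TPM and the loci as printed. The other alternatives were planned, and those on the normalized counts were carried over to limma. The comparisons are given in the order S3 against S1, S5 against S1 and S5 against S3 in the wild-type, wild-type against *flo8Δ* at S1 and at S3, and S3 against S1 in *flo8Δ*, and "interaction" is the difference between the strains' changes.

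Genes past the thresholds numbered 76, 21, 127, 169, 224 and 29, and 29 for the interaction (limma). The estimated counts were taken as the fr reads alone, 5.06 to 6.11% of the reads of a library. Fits on them therefore measure other reads, and are not the same values processed in another way. With edgeR on the estimated counts, S3 against S1 gave 135 genes (15 shared with limma on the normalized counts), S5 against S1 19 (4), S5 against S3 282 (45), the strains 268 at S1 (40) and 468 at S3 (85), *flo8Δ* 74 (8), the interaction 21 (1), and the persistence of the change at S5 6 genes. With DESeq2 on them, S5 against S1 gave 34 (4), S5 against S3 232 (41), the strains at S3 414 (82), *flo8Δ* 50 (5) and the interaction 26 (1). Against a log2 fold change of 1 within the test (limma treat) the counts were 0, 0, 32, 46, 138 and 5, and 0 for the interaction, with 23, 12, 75, 104, 170, 17 and 16 genes at an unadjusted p under 0.05. With no fold minimum they were 1744, 188, 2061, 1632, 2831, 1671 and 266.

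Leaving out 1 library gave 46 (without wild-type S1 replicate 3) to 140 genes (without wild-type S1 replicate 2) for S3 against S1. For S5 against S1 it gave 0 (without wild-type S5 replicate 1; 1377 genes had an unadjusted p under 0.05 with all libraries) to 45 (without wild-type S1 replicate 3), with 3 without wild-type S1 replicate 1, 12 without wild-type S5 replicate 2 and 34 without wild-type S5 replicate 3. The interaction ranged from 19 (without wild-type S3 replicate 2) to 100 (without wild-type S1 replicate 2), and the persistence from 0 (without wild-type S5 replicate 1) to 13. The other counts ranged from 120 to 136, 148 to 185, 222 to 238 and 26 to 32.

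With the replicate block the counts were 83, 26, 130, 166, 224 and 29, and 31 for the interaction. For the *FLO* genes the block brought *FLO11*, *FLO100* and PP7435_Chr3-1237 past the thresholds for S5 against S1 and *FLO300* for S5 against S3 (adjusted p = 0.00138 from limma) and changed no other call, while the numbers did not pair the libraries of S5 and S3 (r of 0.428, −0.186 and 0.569). Column sums in place of size factors put the median log2 fold change of all genes at −0.0989 for the strains at S3, the furthest from 0 of all comparisons, and gave there 181 higher and 34 lower genes (202 and 22 otherwise) and 19 and 20 for the interaction (18 and 11 otherwise). All 15 libraries in 1 model gave 12 higher and 19 lower genes for S5 against S1 (5 and 16 otherwise), and the block 9 and 17. Without the fr reads the counts were 106, 29, 139, 202, 254 and 40, and 41 for the interaction.

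Some directions changed on the estimated counts, with edgeR and DESeq2 in this order: *FLO11* S5 against S3 0.46 and 0.46, *FLO11* between the strains at S1 −1.16 (DESeq2), *FLO5-1* between the strains −0.11 and −0.11 at S1 and −0.46 and −0.47 at S3, *FLO300* S3 against S1 −0.54 and −0.55, S5 against S1 −0.23 and −0.21, between the strains at S3 −1.15 and −1.16 and in *flo8Δ* −0.56 and −0.53, and PP7435_Chr3-1237 S3 against S1 1.06 and 1.07 and between the strains at S1 −0.66 and −0.67. These fits saw the fr reads alone, for *FLO11* in the wild-type at S3 42 of 4666 reads, so the changed directions are those of other reads. Without the fr reads, *FLO5-2* was at 1.02 between the strains at S3 and *FLO300* at 2.06 at S1. For all *FLO* genes, *FLO8* and *ACT1*, each fit was compared with the main fit by its call. Direction was compared only where either fit had a call, so a change of sign between uncalled values counts as kept. By this rule the result was kept in 659 of 675 fits without 1 library (9 lost and 7 gained a call), in 95 of 99 with the block (4 gained), in 589 of 594 with another scaling, pseudocount, filter or model, in 84 of 99 with treat (15 lost), in 84 of 96 without the fr reads and in 140 of 181 on the estimated counts (19 changed direction).

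The *FLO* family as a set (camera, adjusted p) was at 0.724 for S5 against S1 with the loci as printed and at 0.819 for S5 against S3 without the fr reads, both in the other direction. Between the strains it was at 0.0171 at S1 without the fr reads, and at S3 at 0.0312 with column sums and 0.00573 without the fr reads. In *flo8Δ* it was at 0.13 with an estimated correlation and 0.232 with the loci as printed. The chromosome end genes were at 0.0461 for the interaction with an estimated correlation and at 0.0195 with column sums. Mean tpm moved by more than the replicate SD in 3 of 225 values without 1 library, in 55 of 75 as TMM-scaled counts per kb, in 67 of 75 from the deposited TPM and in 5 of 5 for *FLO5-2* at the locus as printed. The TMM-scaled counts per kb were not rescaled to a fixed sum, so they differ from tpm in unit. The deposited TPM come from the estimated counts, and the locus as printed is another gene. RLE factors were not run, since the tables are already scaled by median ratios, nor were length offsets, since the lengths are the same in all libraries but 1. For the other changes in this section the cause was not tested.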

Differences from the paper's values

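The replicate block and the removal of single libraries, like DESeq2, column sums, the missing filter, the single model, treat and the missing fold minimum, were set before the data were examined, while limma on the normalized counts and the removal of the fr reads were chosen after the data were seen. Counts within 1.5 times of each other were taken as within the margin.

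Higher in the wild-type than in *flo8Δ* were 202 genes at S3, where the paper's count is 107, at the paper's thresholds. The paper's sentence does not name the time point, and its 107 and 21 genes together are fewer than the 209 it gives for S3, so they are not the counts of S3 under that total and the groups set side by side here can be unlike. Of the alternatives set beforehand, treat against a log2 fold change of 1 came within the margin (138 genes). The others did not: DESeq2 on the estimated counts (331), column sums (181), no filter (204), all 15 libraries in 1 model (203), no fold minimum (1460), the replicate block (202) and the removal of single libraries (199 to 207). Lower in the wild-type were 34 genes at S1, where the paper's count is 21. The replicate block (31), the fit without wild-type S1 replicate 3 (27) and the fit without *flo8Δ* S1 replicate 3 (23) came within the margin. DESeq2 on the estimated counts (43), column sums (36), no filter (36), all 15 libraries in 1 model (36), treat (2), no fold minimum (801) and the removal of wild-type S1 replicate 1 (34), replicate 2 (51) and *flo8Δ* S1 replicates 1 and 2 (39 and 39) did not. At the other time point the counts were 135 higher at S1 and 22 lower at S3, both within the margin of the paper's 107 and 21. Neither time point came within the margin for both counts. Of the genes that passed at both time points, the 104 higher came within the margin and the 11 lower did not. The total of 224 genes at S3 lay within the margin of the paper's 209. Of 70 mean tpm values of Table 2, 67 were equal after rounding and 0 differed by the margin.

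The paper states that *FLO400* was repressed at S3. Its log2 fold change over S1 was −0.92 with an adjusted p of 0.00973 (limma), below the paper's fold threshold, and it passed without wild-type S3 replicate 3 (−1.06) or wild-type S1 replicate 2 (−1.04). At S5 it passed (−1.61). The paper gives a far smaller p for the repression of both genes, which in the RNA-Seq data the unadjusted limma p reached for *FLO5-1* at S3 (3.21e-07) and not for *FLO5-1* at S5 (0.000121) or *FLO400* (0.00135 and 0.000113). The paper places *FLO400*, *FLO5-1* and PP7435_Chr1-2104 above *ACT1* in expression. In the wild-type, *FLO400* was above *ACT1* in 3, 2 and 0 of 3 libraries at S1, S3 and S5, *FLO5-1* in 3, 0 and 0, and PP7435_Chr1-2104 in 3 of 3 each time.

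The paper states that *FLO11* stayed higher at S5 than at S1. Its mean tpm was 2.77-fold higher, and its adjusted p was 0.0799 (limma). It passed with the replicate block (0.0429), with all 15 libraries in 1 model (0.0165) and without wild-type S1 replicate 3 (0.00962). The paper gives PP7435_Chr3-1237 the pattern of *FLO400* and *FLO5-1*. It was lower at S3 (−1.45), while at S5 its adjusted p was 0.131, and it passed with the replicate block (0.0482), with all 15 libraries (0.0323) and without wild-type S5 replicate 3 (0.0102). The paper also lists it among the genes raised in the wild-type over *flo8Δ*. It passed at S1 (3.38), and at S3 its log2 fold change of 0.75 was below the threshold, which it passed without wild-type S3 replicate 1 (1.02) and without the fr reads (4.34), the latter chosen after the values were seen.

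The paper's text places *FLO5-1* on chromosome 3 and *FLO5-2* on chromosome 1, while Fig. 2 has them on chromosomes 1 and 3. The locus number of *FLO5-1* has 0 entries on chromosome 3 in the files, and the locus PP7435_Chr1-1228 was read at 26.7 ± 6.26 tpm (SD, n = 3) in the wild-type at S1, where PP7435_Chr3-1228 had 16.4 ± 2.72 tpm (SD, n = 3). The coding lengths of the files give 797 codons for *FLO11*, 401 for *FLO400*, 202 for PP7435_Chr1-2104 and 875 for *FLO5-2*, other lengths than Fig. 1A shows.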

Other observations

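The test of genes near *FLO* genes, with the distance it used, was chosen after the result was seen, and limma on the normalized counts and the fits without the fr reads were chosen after the data were seen.

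The count of genes passing both thresholds was set against the other splits of the same 6 libraries into 3 and 3. In each of 6 comparisons only the real split, 1 of 10, reached the real count (76, 21, 127, 169, 224 and 29 genes), with 0 genes in the highest of the others (limma), and 10 splits are too few for a share under 0.05.

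Between S1 and both later time points, 10 genes changed in the same direction in the wild-type, 3 higher and 7 lower, where independent lists would share 0.0546 and 0.0512 (limma). Both comparisons use the same S1 libraries, which alone makes their values move together. Across genes the log2 fold changes had a covariance of 0.0349 and a correlation of 0.334, against means of 0.0102 and 0.497 in 100 simulations with shared S1 libraries and no true change. The covariance lay above the simulated mean. The correlation lay below it, but a change at S3 alone or at S5 alone also lowers it, so it cannot decide. How far the shared libraries add to the 10 genes stays open. The replicate block gave 13 genes, DESeq2 on the estimated counts 10 (1 higher and 9 lower), edgeR on them 6 (0 higher and 6 lower) and the removal of the fr reads 15 (6 higher and 9 lower), and *FLO300*, 1 of the 10 genes, had the other direction on the estimated counts. Without wild-type S5 replicate 1 it was 0 genes and without wild-type S1 replicate 1 it was 2, since few genes passed at S5 in these fits.

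Of these 10 genes, 2 belong to the *FLO* family (*FLO5-1* and *FLO300*), and 7 of the other 8 lie within 3 locus numbers of a *FLO* gene, 6 of them lower and 1 higher at both time points. They lie beside *FLO5-1*, PP7435_Chr3-1237, PP7435_Chr4-1013 and *FLO300*, and 51 of 5286 tested genes lie that near. In 10000 random sets of 8 genes the median was 0 and the highest 2 (one-sided permutation p = 1e-04, the smallest these sets can give), though random sets ignore that neighbours tend to be called together. That the lasting change extends to genes beside FLO family genes, for example through chromatin, may be a candidate explanation for these 7 genes, a hypothesis found and tested on the same libraries. The paper's FAIRE data had peaks lost after S1 upstream of *FLO400* and *FLO5-1*, and it reports none near the other *FLO* genes. Locus numbers stand in for positions here, and reads shared between family members or a change in copy number of these regions were not tested.

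Among the 202 genes higher in the wild-type than in *flo8Δ* at S3, 32 pairs had consecutive locus numbers, against a median of 6 and at most 17 in 10000 random sets (one-sided permutation p = 1e-04, the smallest these sets can give), and without the fr reads 33 pairs among 226 genes. The genes of this set that were also tested at S5 against S1 had a median log2 fold change of −0.41 there (quartiles −0.68 and −0.16), 0 higher and 11 lower (limma), and camera gave p of 6.54e-15 at a correlation of 0.01 and 0.228 with an estimated correlation, so the set was not higher at S5.

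Replicate 3 of the wild-type at S5 stood apart in *FLO300*, by 2.12 on the log2 scale, and in *FLO100*, by 4.75, from the mean of the other two replicates. Over all genes its median deviation was −0.0049, which argues against the scaling of the library. It kept a median share of 0.0964 of the change from S1 to S3 over 76 genes, where replicates 1 and 2 kept 0.281 and 0.115, which argues against a less complete return to the state at S1. In this library 46 genes lay more than 1 apart on the log2 scale from the other two, against 7 and 10 genes for replicates 1 and 2. A difference between cultures in a few genes may remain as a hypothesis, and no biological explanation was tested.

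As sets, the *FLO* family and the chromosome end genes gave these adjusted p values with camera: 0.154 and 0.282 for S3 against S1 in the wild-type, 0.718 and 0.718 for S5 against S1, 0.81 and 0.176 for S5 against S3, 0.783 and 0.943 between the strains at S1, 0.0836 and 0.203 at S3, 0.0324 (lower at S3) and 0.539 for S3 against S1 in *flo8Δ*, and 0.339 and 0.0681 for the difference between the strains' changes. The 0.0324 was 0.13 with an estimated correlation. Tested by itself with fry, the *FLO* family had unadjusted p values of 0.0125, 0.582, 0.929, 0.000151, 0.000414, 0.000795 and 0.855 in the same order. The chromosome end genes had 0.0164, 0.798, 0.000115, 0.692, 2.01e-05, 0.00698 and 0.000953 (fry). For S5 against S1 the median of the *FLO* family was −0.08 and its mean 0.40.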
